# Labor induction with oxytocin in pregnant rats is not associated with oxidative stress in the fetal brain

**DOI:** 10.1038/s41598-022-07236-x

**Published:** 2022-02-24

**Authors:** Tusar Giri, Jia Jiang, Zhiqiang Xu, Ronald McCarthy, Carmen M. Halabi, Eric Tycksen, Alison G. Cahill, Sarah K. England, Arvind Palanisamy

**Keywords:** Preclinical research, Translational research

## Abstract

Despite the widespread use of oxytocin for induction of labor, mechanistic insights into fetal/neonatal wellbeing are lacking because of the absence of an animal model that recapitulates modern obstetric practice. Here, we create and validate a hi-fidelity pregnant rat model that mirrors labor induction with oxytocin in laboring women. The model consists of an implantable preprogrammed microprocessor-controlled infusion pump that delivers a gradually escalating dose of intravenous oxytocin to induce birth at term gestation. We validated the model with molecular biological experiments on the uterine myometrium and telemetry-supported assessment of changes in intrauterine pressure. Finally, we applied this model to test the hypothesis that labor induction with oxytocin would be associated with oxidative stress in the newborn brain. Analysis of biomarkers of oxidative stress and changes in the expression of associated genes were no different between oxytocin-exposed and saline-treated pups, suggesting that oxytocin-induced labor was not associated with oxidative stress in the developing brain. Collectively, we provide a viable and realistic animal model for labor induction and augmentation with oxytocin that would enable new lines of investigation related to the impact of perinatal oxytocin exposure on the mother-infant dyad.

## Introduction

Oxytocin (Oxt) is one of the most widely used medications to induce labor and facilitate delivery. Between 1998 and 2007, the incidence of induction of labor more than doubled from 9.8 to 23%, with a large majority of patients receiving Oxt^1–3^. Taken together with a concomitant increase in the use of Oxt for augmentation of labor, approximately 50–70% of parturients are exposed to Oxt during labor^4,5^. Despite this widespread use for over 60 years, most research has focused on the contractile effects of Oxt on the uterus and associated obstetric outcomes^6–9^. Whether Oxt affects the fetus remains sparsely studied, despite evidence that it can reduce placental perfusion and enter the fetal circulation^10–17^.

An important scientific roadblock is the absence of an animal model that mirrors induction of labor in pregnant women with Oxt, one of the most common interventions in modern obstetric practice. This is in stark contrast to the availability of numerous animal models that recapitulate various facets of healthy and maladapted pregnancy. A major reason for the lack of an animal model for labor induction is the technical difficulty associated with delivering a gradually escalating dose of intravenous Oxt in a free-moving animal. Current preclinical studies examining the effect of Oxt on the fetus do so without inducing birth^16,18–21^, making them contextually less germane. Consequentially, the impact of pharmacological interventions during childbirth on the mother-infant dyad remains poorly investigated. In this report, we surmount these challenges and present a hi-fidelity pregnant rat model for elective labor induction and augmentation with Oxt using an implantable, programmable, microprocessor-controlled precision drug delivery pump to closely mimic obstetric management of human labor. We chose a rat model because of (i) anatomical similarities between the rat and the human placenta (hemochorial)^22,23^, (ii) better characterization of Oxt metabolism in the rat uterus^24^, (iii) a relatively larger size which makes multiple invasive procedures (pump implantation, internal jugular vein catheterization) less challenging, and (iv) the possibility of leveraging the rich social behavioral repertoire of rats for future neurobehavioral studies in the offspring^25,26^.

Recent epidemiological studies suggest a modest but controversial association between labor induction and neurodevelopmental disorders such as autism spectrum and attention deficit hyperactivity disorders in the offspring^27–33^. An outstanding concern with these studies is the inability to distinguish the need for labor induction from its possible effects, and to delineate the effect of an individual pharmacological agent from a combination of drugs used for labor induction. With the rising popularity of elective induction of labor^9^, where labor is not induced for maternal or fetal indications, there is a compelling need to simultaneously pursue preclinical investigations to better understand the impact of these practices on long-term neurodevelopmental health of children. Here, we endeavor to address this knowledge gap by performing foundational experiments regarding the potential mechanisms by which labor induction with oxytocin can impact the developing brain. We rule out oxidative stress as a likely possibility, suggesting that the effects of Oxt on the fetus, if any, are likely to be directly mediated.

## Results

### Development of the model for labor induction with Oxt

Overall, 44 timed-pregnant Sprague Dawley dams were used for the study (Supplementary Table S1). The experimental schematic is provided in Fig. 1. A detailed step-by-step description of the surgical procedure is provided along with a photo montage in Fig. 2. A video walkthrough of the experimental setup is presented as Supplementary Movie S1. With the final regimen for Oxt as described in Methods, dams gave birth to pups predictably within 8–12 h. Litter size and weight gain trajectory of the offspring from one experimental cohort are presented in Supplementary Table S2. Handling of critical steps and troubleshooting are described in greater detail in the Supplementary Materials and Methods.

**Figure 1:**
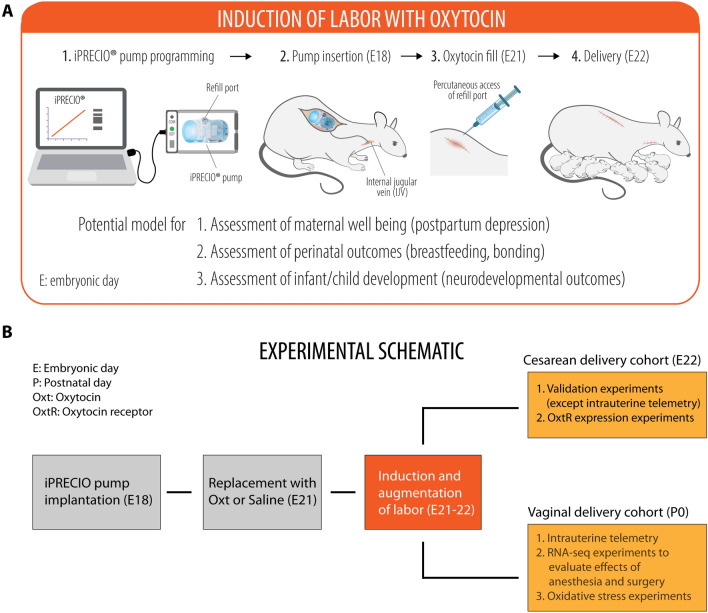
Experimental schematic for labor induction with oxytocin in term pregnant rats. (**A**) A cartoon depicting the programming and implantation of iPRECIO pump in a pregnant rat followed by birth of healthy pups. (**B**) Experimental schematic showing the overall experimental outline with two separate cohorts for cesarean and vaginal delivery. In the vaginal delivery cohort, there were three sets of independent experiments for (i) intrauterine telemetry, (ii) RNA-seq experiments to assess the impact of in utero exposure to anesthesia and surgery on the cortical transcriptome of the newborn brain, and (iii) examination of oxidative stress in newborn pups after either Oxt or saline, respectively.

**Figure 2:**
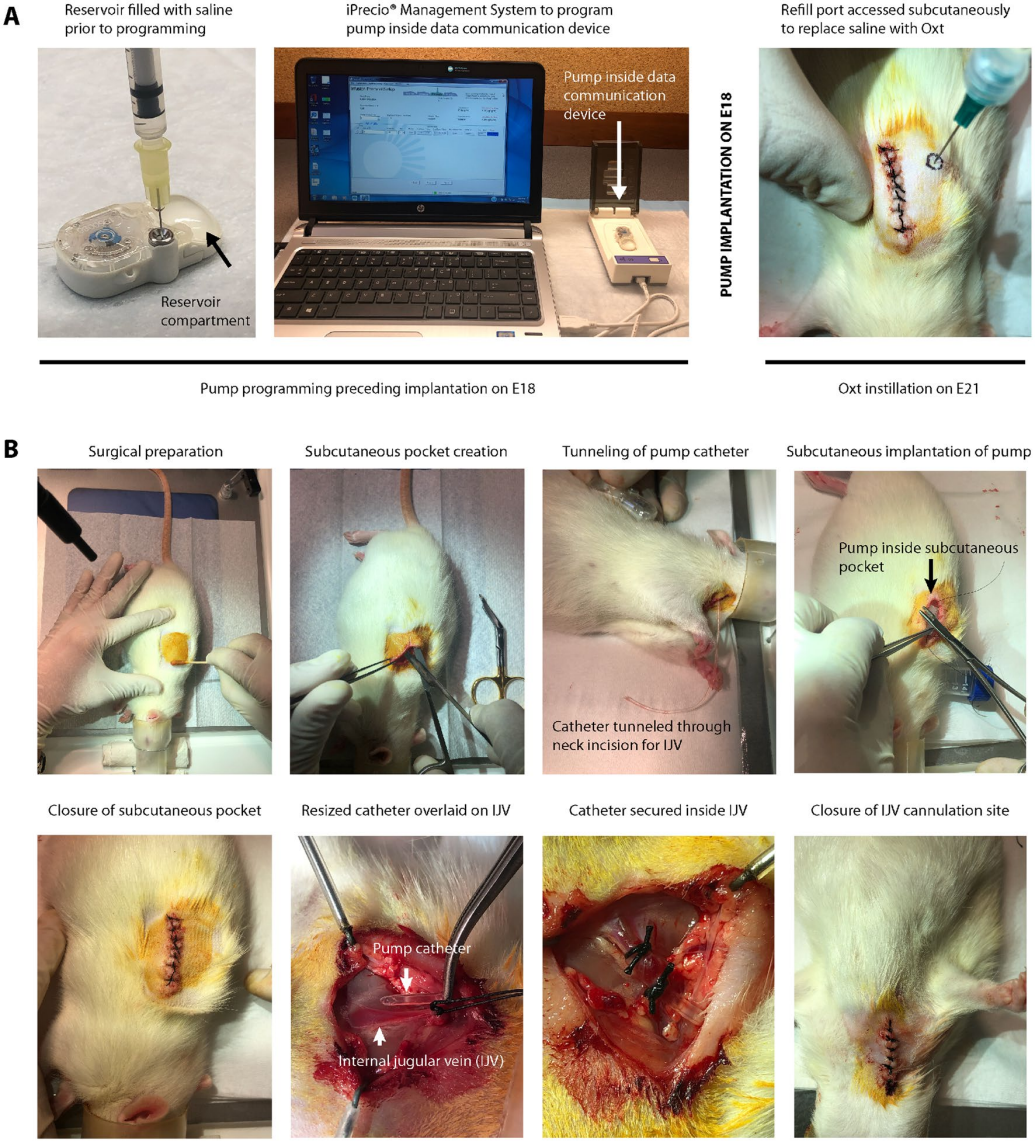
Workflow of experimental and surgical procedures associated with creation of the model. (**A**) Workflow for iPRECIO pump programming prior to implantation on E18 and subsequent replacement of saline with Oxt by subcutaneous access of the refill port on E21. (**B**) Left to right: sequential surgical workflow for implantation of the pre-programmed iPRECIO pump followed by internal jugular vein cannulation with the pump catheter on E18. All surgical procedures were performed in strict accordance with institutional guidelines for rodent surgery, anesthesia, and analgesia.

### Validation of the model

The best validation of our model was the successful vaginal delivery of thriving pups within 12 h after initiation of the Oxt regimen (Supplementary Movie S2). In addition, we confirmed the presence of immunoreactive phosphorylated myosin light chain kinase (MLCK)^34^, a serine/threonine kinase and a downstream regulator of the effects of Oxt on the actin-myosin ATPase, in Oxt-exposed myometrium (Fig. 3A). Next, we confirmed that Oxt initiation was accompanied by a rise in intrauterine pressure, a *sine qua non* feature of labor^35–37^, and lasting until birth of all pups (Fig. 3B). This was associated with an increase in OxtR gene expression in the uterine myometrium (Fig. 3C). In contrast, exposure to Oxt for at least 8 h resulted in a decrease in OxtR immunoreactivity (Fig. 3D) and membrane bound OxtR protein expression (Fig. 3E) similar to human data. Collectively, we established the translational relevance of our model by mirroring both Oxt management of labor and its effect on the uterine myometrium.

**Figure 3:**
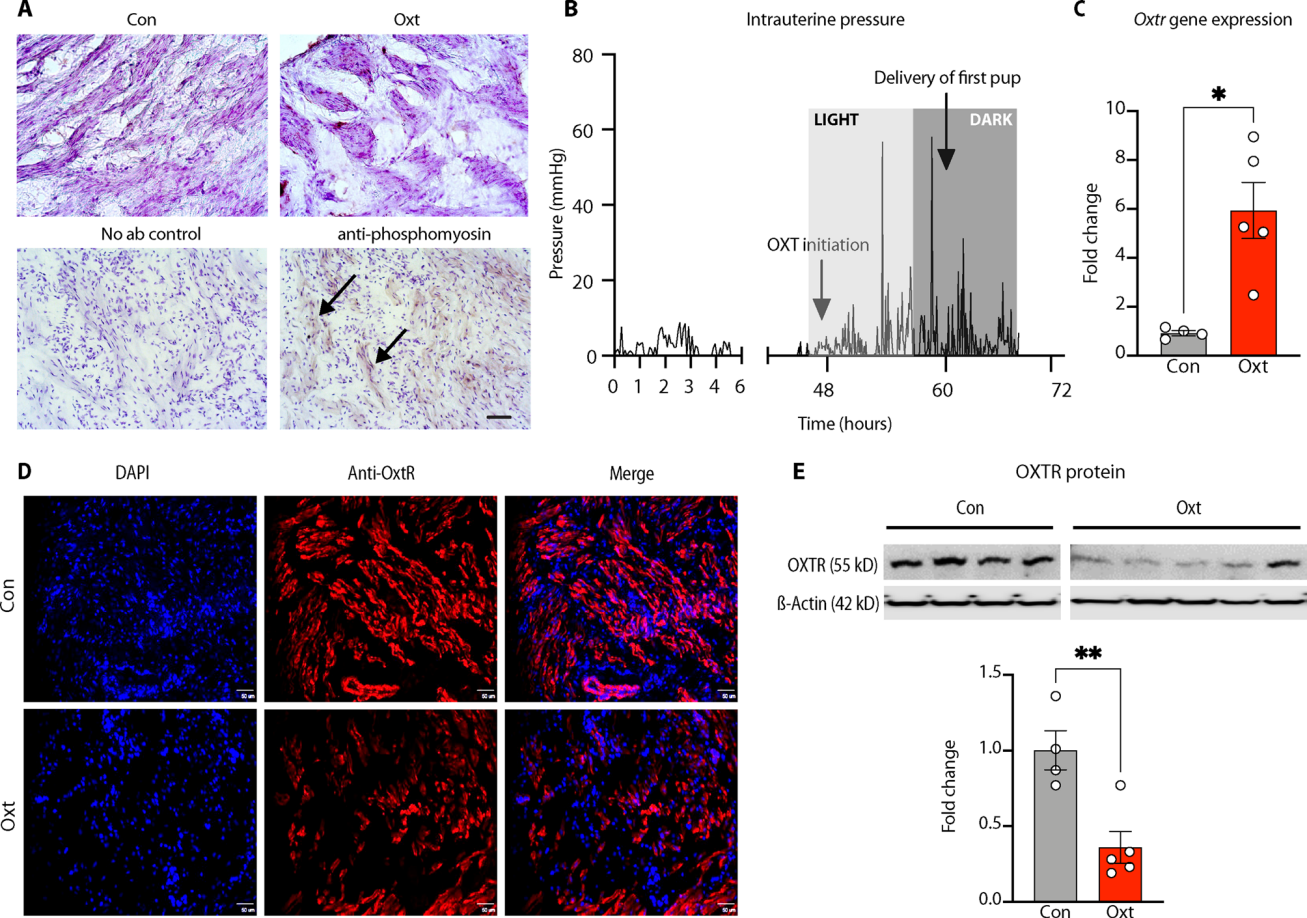
Validation of the model for labor induction with oxytocin. (**A**) Visualization of uterine contraction. Upper panel: uterine myometrium harvested from pregnant E21 rats at least 8 h after either saline (control) or intravenous Oxt infusion and stained with hematoxylin. 20 × photomicrographs showing lack of clustering of uterine myocytes in saline-treated myometrium (left) compared to extensive clustering in the Oxt-exposed myometrium (right). Lower panel: 5-μm frozen sections from Oxt-exposed myometrium stained without (left) or with rabbit anti-mouse phosphomyosin light chain kinase showing prominent staining among clustered uterine myocytes revealed with anti-rabbit HRP conjugate (marked by arrows) (right). Nuclei counterstained with hematoxylin. Scale bar = 100 μM. (**B**) Labor induction with Oxt causes cyclical increases in intrauterine pressure. Labor was induced with Oxt at 48 h after pump implantation (around 12 noon, light cycle, E20) and intrauterine pressure changes were monitored with telemetry. Oxt initiation was associated with acute and cyclical increases in intrauterine pressure until birth (first pup delivered around 21:00 h, dark cycle, E20). Light and dark cycle from 07:00–19:00 and 19:00–07:00, respectively. (**C**) Labor induction with Oxt was associated with a significant increase in OxtR gene expression at 8–12 h. (**D**) Labor induction with Oxt decreases OxtR immunoreactivity in the rat uterus. Sample 20 × photomicrographs from 5-µm sections of the uterine myometrium stained with goat anti-rat OxtR antibody (1:100) and revealed with Alexa Fluor® 594 labeled rabbit anti-goat antibody (1:300). Note naïve uterine myometrium with bright staining for OxtR in the upper panel, in sharp contrast to Oxt-exposed myometrial tissue in the lower panel where staining was scant, suggesting downregulation of OxtR. Scale bar = 50 μM. (**E**) Representative cropped western blot images showing a decrease in membrane associated OxtR protein expression after labor induction with Oxt and quantified with densitometry. Full length blot is presented in Supplementary Figure S3. Please note that the Oxt and Con lanes have been cropped and reversed to present the data in a manner consistent with the rest of the manuscript (i.e., Con followed by Oxt data). Data analyzed with Welch’s t-test and presented as mean ± SEM; *p ≤ 0.05, **p ≤ 0.01.

### Effect of surgery and anesthesia during pump implantation on the developing brain

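RNA was sequenced from the right cerebral cortex of 24 newborn pups, collected within 2 h of birth, with an RNA integrity number above 9.5. Of these, 12 pups came from 3 dams that carried a saline-filled pump from E18 and 12 came from 3 dams that labored spontaneously without surgery. Each litter gave 2 male and 2 female pups, so that the pups of one litter share a dam and the dam was the unit assigned to a condition. The litter of each pup was taken from the sample list of Supplementary Data S1. The authors deposited the number of reads counted on each Ensembl gene, without normalization, together with the same counts as CPM (scaled to a common library total) and RPKM (CPM per gene length), which entered no test. Only reads with a single unambiguous alignment to Rnor_5.0 were counted, so reads shared by near-identical genes are missing from the counts. Between 12170547 and 19260066 reads per pup were counted on genes in the saline pump group (median 14188104). The totals in the spontaneous labor group lay between 14053860 and 17281461 (median 15005624.5). The counts of every pair of pups differed by more than counting error, with a chi-square per degree of freedom of 2.57 or more, so that no library was a duplicate of another. Counts were normalized by the TMM method, whose factors lay between 0.972 and 1.02. Each gene was tested over all 24 pups as spontaneous labor minus saline pump, with 6 surrogate variables (estimates of unknown latent effects by the sva package) as covariates. Standard errors of log2 fold changes were derived from the test statistic. Gene names were taken from Supplementary Data S1 and S2, as far as in hand, and any other gene is given by its Ensembl identifier. Of 40 gene symbols sought there, which include the panel of oxidative stress genes measured by qPCR and the sex-linked genes Xist and Ddx3y, 6 were found. The correlation between pups of one litter, estimated across genes, was 0.286.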

Because exposure to anesthesia and surgery can affect the developing brain^38–42^, we compared the cortical transcriptomes of newborn pups born to spontaneously laboring dams that were not exposed to pump implantation surgery *vs*. those that were implanted with a saline-filled pump on E18 (and therefore requiring anesthesia). 

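The n of 6 per condition in the legend of Fig. 4A is smaller than the 12 pups sequenced per condition. The fold changes in Supplementary Data S1 rest on the 6 female pups of each condition, the same n. That Fig. 4A shows this contrast is inferred from the n and is not stated in the paper. The values are therefore given first for the female pups and then for all 24 pups. The paper gives no reason for the male pups' absence from the fold changes of Supplementary Data S1. In the female pups, 0 of 13929 genes had an adjusted p-value of at most 0.05 in limma's moderated test with Benjamini-Hochberg adjustment, in a fit of all 24 pups by condition and sex that was chosen after seeing the data. Over all 24 pups, 1 of 14348 genes did in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The male contrast of the limma fit gave 0 genes. The number of genes over all pups moved most when spontaneous labor litter 3 was left out, to 572 genes. With the counts summed per litter, which makes the litter the sample, it was 0 of the same 14348 genes.
The 1 gene was Crot (ENSRNOG00000006779, chromosome 4), with 17.2 ± 1.94 CPM (SD, n = 12 pups) in the saline pump group and 13.6 ± 2.62 CPM (SD, n = 12) in the spontaneous labor group. Its log2 fold change was -0.35 in the female pups (standard error 0.110, adjusted p = 0.537 from limma) and -0.47 over all pups (standard error 0.0768, adjusted p = 0.0277 from edgeR). For the male pups it was -0.34 (adjusted p = 0.795 from limma). The mean log2 CPM of Crot were 4.06, 4.06 and 4.19 in saline pump litters 1, 2 and 3. In spontaneous labor litters 1, 2 and 3 they were 4.00, 3.58 and 3.67. With each litter left out in turn, the adjusted p-value of Crot over all pups ranged from 0.00384 to 0.0539. The next smallest adjusted p-value over all pups was 0.0581, shared by, among others, B3gat2 and Mex3b with log2 fold changes of -0.55 and -0.17, and by Erap1, Col5a3 and ENSRNOG00000007583 with log2 fold changes of 0.38, 0.25 and 0.12. The value of B3gat2 fell to -0.06 without spontaneous labor litter 3 (adjusted p = 0.768 from edgeR). With each litter left out in turn, Mex3b ranged from -0.23 to -0.09 and Erap1 from 0.16 to 0.41. Col5a3 ranged from 0.18 to 0.28 and ENSRNOG00000007583 from 0.08 to 0.13.
Fah (ENSRNOG00000013223, chromosome 1), Ndufaf7 (ENSRNOG00000005279, chromosome 6) and Tmem86a (ENSRNOG00000013663, chromosome 1) have the smallest adjusted p-values in the part of Supplementary Data S1 in hand. In the female pups, Fah had 5.05 ± 0.646 CPM (SD, n = 6) in the saline pump group and 3.63 ± 0.487 (SD, n = 6) in the spontaneous labor group, a log2 fold change of -0.54 (standard error 0.116, adjusted p = 0.493 from limma). Over all pups its log2 fold change was -0.25 (standard error 0.10, adjusted p = 0.457 from edgeR). The 6 male saline pump pups had log2 CPM of Fah of 2.26, 2.13, 2.36, 1.95, 2.03 and 2.26. The 6 male spontaneous labor pups had 2.09, 1.62, 2.41, 2.27, 2.08 and 2.06, a log2 fold change of -0.10 (adjusted p = 0.934 from limma). The difference between the sexes in the effect on Fah was -0.44 on the log2 scale (standard error 0.168, unadjusted p = 0.0151, adjusted p = 0.99882 from limma's interaction term). Ndufaf7 had 19.3 ± 2.35 CPM (SD, n = 6) in the female saline pump pups and 24.5 ± 2.85 (SD, n = 6) in the female spontaneous labor pups. Its log2 fold change was 0.35 in the female pups (adjusted p = 0.493 from limma) and 0.17 over all pups (standard error 0.0598, adjusted p = 0.364 from edgeR). The male pups' log2 CPM of Ndufaf7 were 4.31, 4.30, 4.26, 4.35, 4.33 and 4.33 in the saline pump group and 4.62, 4.57, 4.42, 4.41, 4.41 and 4.33 in the spontaneous labor group, a log2 fold change of 0.12 (adjusted p = 0.893 from limma). Tmem86a had 18.6 ± 1.15 CPM (SD, n = 6) in the female saline pump pups and 15.1 ± 2.21 (SD, n = 6) in the female spontaneous labor pups. Its log2 fold change was -0.34 in the female pups (adjusted p = 0.493 from limma) and -0.22 over all pups (standard error 0.0534, adjusted p = 0.160 from edgeR). The male pups' log2 CPM of Tmem86a were 4.33, 4.40, 4.35, 4.45, 3.99 and 4.30 in the saline pump group and 3.93, 4.24, 4.28, 4.14, 4.14 and 4.17 in the spontaneous labor group, a log2 fold change of -0.19 (adjusted p = 0.808 from limma). The 3.99 of male pup 1 of saline pump litter 3 lay far from the other 5 male saline pump pups.

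**Figure D1:**
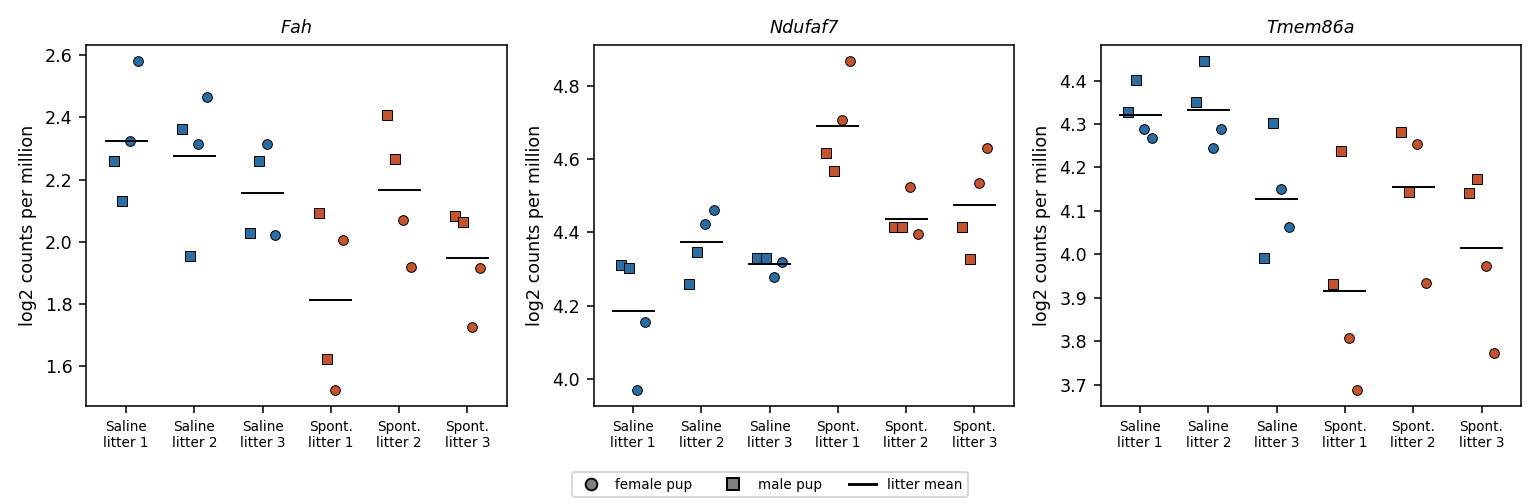
The log2 CPM of Fah, Ndufaf7 and Tmem86a in each of the 24 pups, by litter and condition. The female saline pump pups average 5.05 CPM of Fah and the female spontaneous labor pups 3.63, and for every gene some pups of both conditions overlap.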

Unbiased RNA-seq analyses of the cerebral cortex of vaginally delivered newborn pups revealed no significant changes in the cortical transcriptome after exposure to surgery and anesthesia as shown by the lack of significantly differentially expressed genes in the volcano plot (Fig. 4A; heat map in Supplementary Fig. S1). Principal component analysis (Fig. 4B) revealed that the major source of variance was not the treatment condition but the sex of the offspring, albeit not significant. 

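The variance of voom log2 CPM, summed over the tested genes, was divided between condition, sex, litters of one condition and the remainder. The condition took 6.00% of the variance. Of the 10 splits of the 6 litters into 3 and 3, 9 gave as large a share (exact permutation test over litters, one-sided p = 0.9, where the smallest possible is 0.1). Sex took 5.62% (permutation of sex within litters, one-sided p = 0.0075 over 10000 resamples). The litters of one condition took 29.96% (permutation of pups over the litters of their condition, one-sided p = 0.0001, the smallest that 10000 resamples can give). With no structure at all, the expected shares are 4.35% for condition, 4.35% for sex and 17.4% for litters. The remaining 58.4% was taken by none of these. It holds differences between pups of one sex and litter and any effect of sex that differs between litters or conditions. The share of sex moved most over the 500 genes with the largest variance, to 8.55% (permutation p = 0.0002). It was 4.21% without the 463 genes on the X chromosome (permutation p = 0.137), where no tested gene lay on the Y chromosome. With each gene scaled to unit variance it was 4.35% (permutation p = 0.0793).
The first 3 principal components took 14.7%, 12.2% and 8.84% of the variance. On the first component, 77.4% of the variance lay between litters of one condition (permutation p = 0.0001, adjusted p = 0.0003 over 6 components), 10.05% between conditions and 3.44% between sexes (permutation p = 0.011, adjusted p = 0.033). The 4 pups of spontaneous labor litter 1 scored from 19.3 to 23.6 on it, and the other 20 pups from -20.2 to 11.3. Sex took 23.3% of the fifth component (permutation p = 0.0205, adjusted p = 0.041) and 25.4% of the sixth (permutation p = 0.0007, adjusted p = 0.0042).
Sex was also tested gene by gene with edgeR's quasi-likelihood test, with the condition as a covariate. Between female and male pups, 5 genes had an adjusted p-value of at most 0.05, of which 4 were higher in female pups and lie on the X chromosome. The gene with the smallest p-value, ENSRNOG00000037911 on the X chromosome, had 369 to 624 counts in the female pups and 1 to 7 in the male pups. The 1 gene lower in female pups, ENSRNOG00000002501 on chromosome 13, had 0 to 19 counts in the female pups and 23 to 53 in the male pups. With no tested gene on the Y chromosome, an origin of its male counts there was not tested. No gene, that is 0, had an interaction of condition and sex at an adjusted p-value of at most 0.05, and 223 passed an unadjusted p-value under 0.05. Of 100 splits of the pups within litters, the real one included, 64 gave at least these 223. The fits of sex and of the interaction had no term for the litter, although sex varies within litters. With the litter as a fixed effect, 7 genes differed by sex, and the interaction gave 0 genes and 535 unadjusted.

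**Figure D2:**
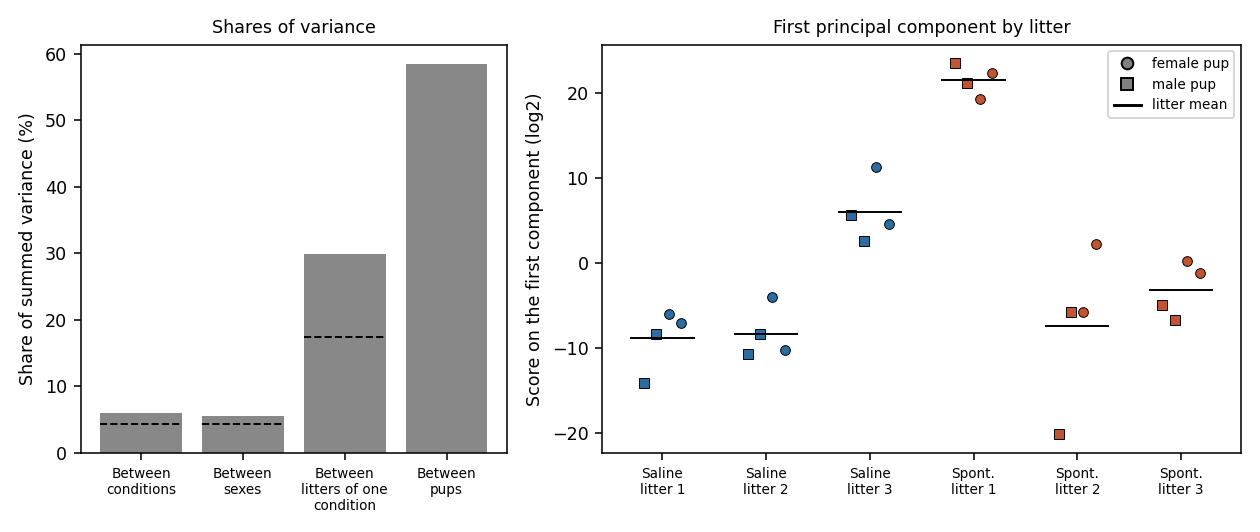
Left, the share of the summed variance (%) taken by condition, sex and litters of one condition beside the share expected with no structure. Right, the score of each of the 24 pups on the first principal component, by litter. The 4 pups of spontaneous labor litter 1 lie from 19.3 to 23.6.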

Top up- and downregulated genes from GO and KEGG analyses are presented in Fig. 4C–E. A comprehensive list of differentially expressed genes and unadjusted p-value significant differentially expressed genes is provided in Supplementary Data S1 and S2, respectively.

**Figure 4:**
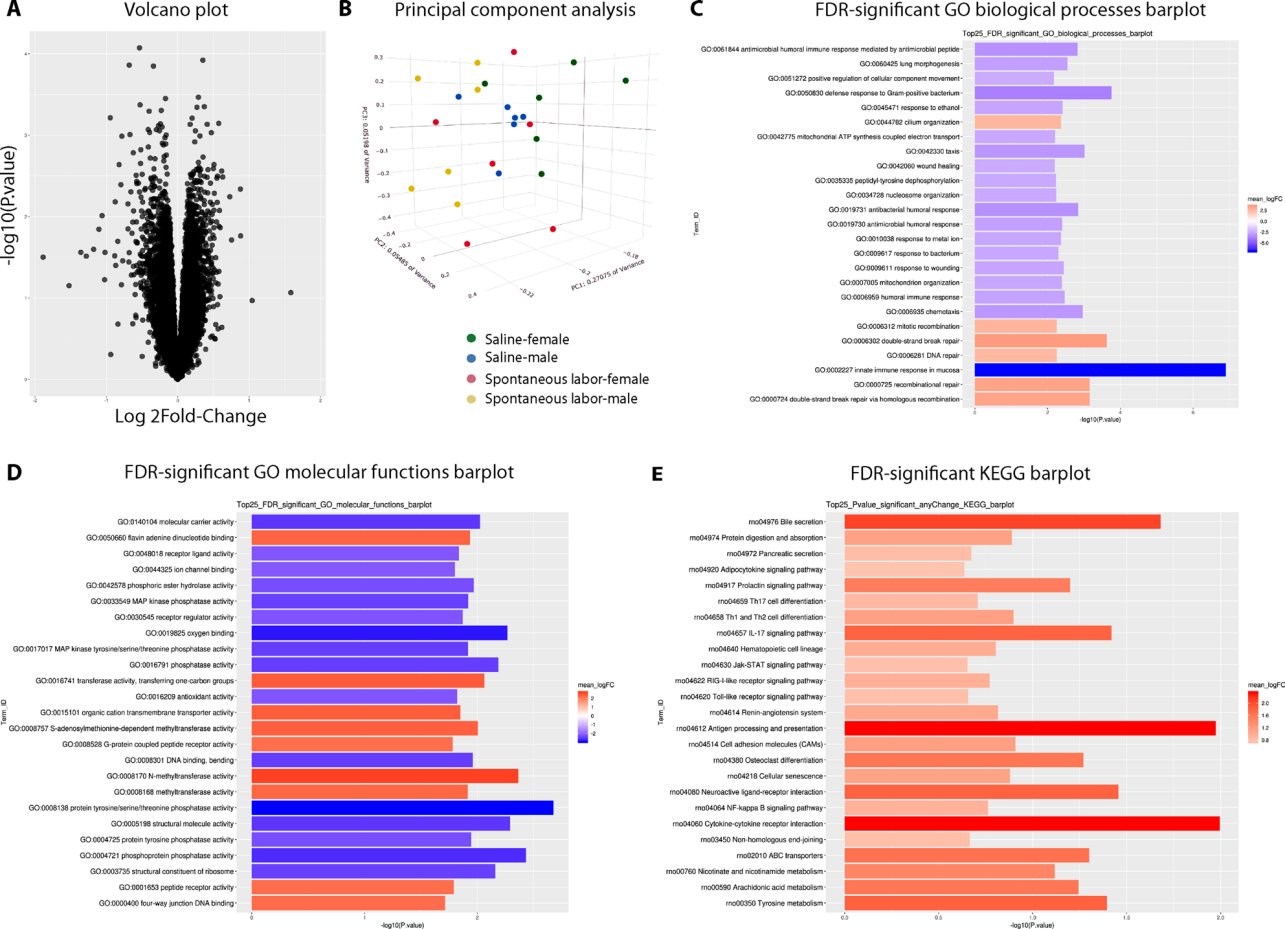
Impact of anesthesia and surgery on the newborn cortical transcriptome. (**A**) Volcano plot showing the absence of significantly differentially expressed genes between the spontaneous labor vs. saline pump groups (n = 6/treatment condition from 3 litters each). (**B**) Principal component analysis (PCA) showing that the major source of variance is not the treatment condition but the sex of the offspring, albeit not significant (green: saline/female, blue: saline/male, red: spontaneous labor/female, yellow: spontaneous labor/male). (**C**, **D**) Top 25 false discovery rate-adjusted significantly up- and downregulated genes for Gene Ontology (GO) biological processes (C) and molecular functions (D) after labor induction with Oxt. (**E**) Significantly upregulated genes with Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis. GO and KEGG analyses revealed a differential impact of anesthesia and surgery on multiple pathways, mostly related to oxygen binding and the immune response, respectively. Therefore, for the rest of our experiments, we used saline pump-implanted dams that eventually labored spontaneously as controls, instead of dams that labored spontaneously without exposure to anesthesia and surgery. The mean log twofold-change in the GO and KEGG barplots are the mean log twofold-change of the genes within the term versus the mean log twofold-changes of the genes in the background using the GAGE method of testing log twofold-changes for perturbations in expression.

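The annotation behind GO and KEGG was not used here, and a single hemoglobin gene could be found by name in the part of Supplementary Data S1 in hand, Hba-a3 (ENSRNOG00000045989, chromosome 10). In the female pups it had 18.4 ± 6.68 CPM (SD, n = 6) in the saline pump group and 10.5 ± 2.97 (SD, n = 6) in the spontaneous labor group, a log2 fold change of -0.82 (standard error 0.244, adjusted p = 0.537 from limma). Over all 24 pups the log2 fold change was -0.61 (standard error 0.152, adjusted p = 0.160 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each litter left out in turn it ranged from -0.76 to -0.48, and its adjusted p-value ranged from 0.000963 to 0.298. The 6 male saline pump pups had log2 CPM of Hba-a3 of 3.85, 4.27, 3.96, 3.97, 3.50 and 4.00. The 6 male spontaneous labor pups had 2.82, 3.38, 3.58, 3.96, 3.25 and 3.35, a log2 fold change of -0.64 (adjusted p = 0.809 from limma). The mean log2 CPM were 4.35, 3.84 and 3.85 in the saline pump litters and 3.02, 3.77 and 3.30 in the spontaneous labor litters. Reads that align equally well to more than 1 hemoglobin gene were not counted, so that its level over all alpha globin genes is not known. Its correlation with Ahsp over the 24 pups within litters was r = 0.343 (permutation p = 0.195) and rho = 0.168 (permutation p = 0.5). Between litters, the mean log2 CPM of Ahsp was 1.76, 1.13 and 1.41 in the saline pump group and 0.34, 0.95 and 0.95 in the spontaneous labor group, lower in every spontaneous labor litter than in every saline pump litter. Supplementary Data S1 was in hand only for genes with p-values up to 0.0412, so that both genes were selected by a difference between conditions and other members of these families were not analysed here. In that part, RT1 genes of the major histocompatibility complex were represented by 1 gene, lower in spontaneous labor. Of 2 chemokine and interleukin ligand genes, 1 was higher and 1 lower. The smallest adjusted p-value among these ligand genes was 0.302 from edgeR.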

### Examination of the redox state of the fetal cortex after labor induction with Oxt

Labor induction with Oxt was not associated with changes in the concentration of total free radicals, 4-hydroxynonenal or protein carbonyl, in the newborn cortex. Nor were there any significant differences in antioxidant capacity; both glutathione and total antioxidant capacity were unchanged after Oxt (Fig. 5A). Furthermore, we did not observe any significant changes in the expression of emblematic genes pertinent to the oxidative stress/antioxidant pathway (Fig. 5B; TaqMan qPCR probe list in Supplementary Table S3). Collectively, these data provide reassurance that the use of Oxt for labor induction is unlikely to be associated with oxidative stress in the fetal brain.

**Figure 5:**
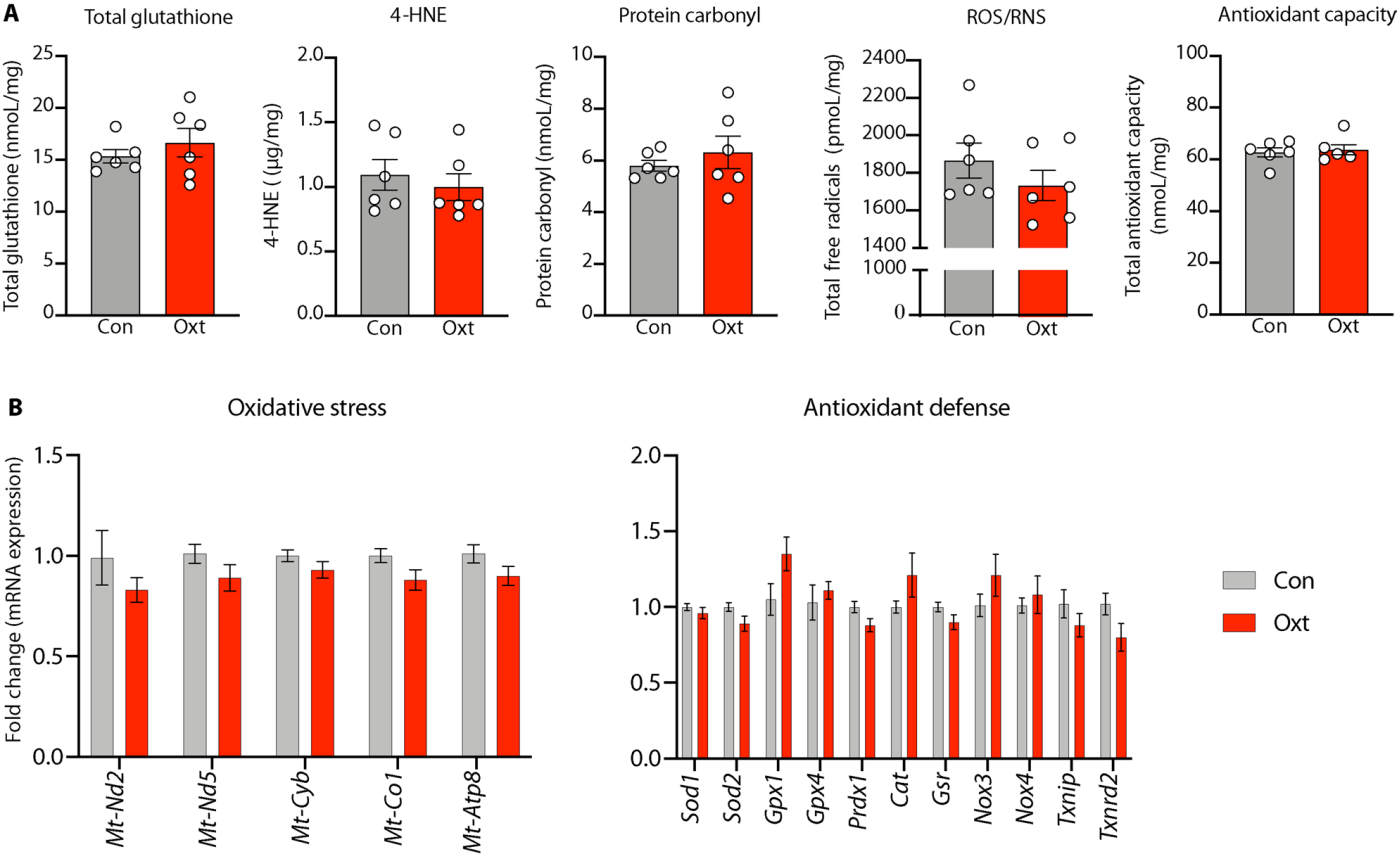
Labor induction with oxytocin is not associated with oxidative stress in the developing brain. (**A**) From left to right: Labor induction with oxytocin was not associated with an increase in either glutathione, 4-hydroxynonenal, protein carbonyl, reactive oxygen/nitrogen species (ROS/RNS), or total antioxidant capacity in the developing fetal cortex. All data are presented per mg of brain protein. Fetal brains exposed to paraquat in utero served as positive control. (**B**) Expression of genes mediating oxidative stress or antioxidant defense were not significantly differentially expressed in the fetal cortex after labor induction with oxytocin. Collectively, these data indicate that labor induction with Oxt is unlikely to be associated with oxidative stress in the developing brain. Data were analyzed with Welch’s t-test and expressed as mean ± SEM (n = 5–8 per treatment condition with pups represented from all unique dams).

## Discussion

In this report, we present a realistic and tractable animal model for labor induction with Oxt. In addition to functional validation of the model, we were able to demonstrate features consistent with the use of Oxt in human labor: (i) a decrease in OxtR protein expression in the uterine myometrium, and (ii) confirmation of increased intrauterine pressure with Oxt. Furthermore, we provide evidence for the translational utility of the model by showing that labor induction with Oxt was not associated with oxidative stress in the fetal brain.

Ethical and logistic challenges significantly limit the scope of mechanistic research on pregnant women and their newborn. Our contextually relevant animal model, by providing unrivaled access to maternal and fetal tissue, has wide-ranging implications for translational research related to perinatal Oxt exposure. In the absence of a clinically relevant animal model for labor induction with Oxt, our work provides the opportunity to investigate lingering concerns about the impact of Oxt on neurobehavioral development of the offspring^27,33,43,44^, epigenetic regulation of OxtR in the fetal brain^16^, relationship between intrapartum Oxt use and breastfeeding success^45–47^, and the complex association between Oxt and postpartum depression^48–50^. Furthermore, by scaling down with appropriate equipment (iPRECIO SMP 310-R with a dedicated wireless communication device), transgenic mouse models could be used to investigate complex gene-environment interaction studies in the perinatal period. Motivated by recently published work in on the fetal effects of Oxt in prairie voles and mice^16,21^, ongoing studies in our laboratory are focused on the transfer of maternally administered Oxt across the placental and fetal blood–brain barriers and its impact on Oxt-ergic signaling in the fetal brain.

The biggest strength of our model is how it mirrors labor induction with Oxt in clinical practice. Though we prefer not to anthropomorphize our study (because biological validation of the effect of Oxt via birth of living pups was our endpoint), we provide information on the cumulative Oxt dose for reassurance that it was not abnormally high by orders-of-magnitude. Approximately 3–7 μg Oxt was required to induce birth, which is comparable to the dose ranges typically used during human labor. For example, parturients receive on average, a cumulative Oxt dose of 2000–4000 mIU or 2–4 IU (IU = International Unit) during the course of labor^51^. Because 1 IU = 1.68 μg of Oxt peptide, this would translate to approximately 3.4–6.8 μg of Oxt, similar to what we used in our model. Nevertheless, considering that we took a ‘top-down’ approach and settled for the first Oxt infusion regimen that was associated with birth of healthy pups without labor dystocia, it is likely that the cumulative Oxt dose is relatively higher. Despite this, our model simulates clinical practice to a large extent, and it is likely that research knowledge generated using this model is more likely to provide reliable and actionable mechanistic data than other currently available models.

As a G protein-coupled receptor that is sensitive to downregulation, our findings of reduced membrane bound OxtR protein expression after Oxt exposure is broadly consistent with published data in human studies^6^. However, to our surprise, expression of the OxtR gene was significantly increased after labor induction with Oxt. We believe that these apparently contradictory findings could be due to the choice of myometrial samples by Phaneuf et al.^6^; samples were collected from patients who underwent cesarean delivery after dystocic labor with Oxt suggesting the possibility of abnormal transcription during intrapartum arrest of labor. In contrast, we performed cesarean delivery during uncomplicated labor to facilitate sample collection. This line of thought is supported by the 4-fivefold increased myometrial expression of OxtR gene during uncomplicated labor in rodents^52,53^. The only other relevant preclinical study that examines this question is that of Hirayama et al. which used an osmotic pump to deliver a continuous subcutaneous infusion of Oxt in pregnant mice^54^. However, the experimental paradigm did not allow for escalation of Oxt dose, nor did the study assess the impact of Oxt administration on the uterine myometrium. Furthermore, the pup survival rate was low, suggesting the possibility that the high dose of Oxt could have caused tetanic, rather than cyclical, uterine contraction, labor dystocia, and fetal demise. That this is a strong possibility is reinforced by similar observations during the iterative phase of model creation in our study; higher doses of Oxt were associated with significant dystocia and perinatal demise of the pups. Our demonstration of cyclical changes in intrauterine pressure after initiation of Oxt, predictable delivery of alive and thriving pups, and a nurturing mother, provides reassurance that our model most closely resembles pharmacological management of human labor.

Epidemiological evidence, albeit conflicting, suggests a link between the use of Oxt and neurodevelopmental disorders such as autism spectrum disorder (ASD)^27,28,32,33^. Though the mechanisms remain unexplored, both oxidative stress and a direct effect of Oxt on the Oxt receptor in the fetal brain have been suggested as possibilities^33,43,44^. We focused on oxidative stress because Oxt causes a higher rate of rise in intrauterine pressure than spontaneous labor^11,36^, and is reported to cause lipid peroxidative injury^55^, decrease the anti-oxidant glutathione in cord blood^56^, and increase amniotic fluid lactate^57,58^. Because the developing brain is vulnerable to oxidative stress^59^, we applied our model to determine if induction and augmentation of labor with Oxt was associated with oxidative stress. Our findings were reassuring in that even after 8–12 h of exposure to Oxt-induced uterine contractions, there was no evidence for oxidative stress in the newborn brain. Lack of oxidative stress after prolonged exposure to repetitive Oxt-induced uterine contractions in a polytocous species where labor typically lasts between 90 and 120 min^60^, gives us more confidence that this is unlikely to be a concern for the human fetus. Taken together, our preclinical data suggest that the impact of Oxt on the fetus, if any, is likely to be a direct effect via changes in Oxt-ergic signaling rather than an indirect effect via oxidative stress. This notion is partly supported by evidence for changes in DNA methylation of the OxtR and downregulation of the OxtR gene in fetal brains exposed to Oxt in utero^16,21^.

Our research has a few limitations. First, our model can be perceived as contrived. Considering the technical challenges of delivering an escalating dose of intravenous Oxt in a free-moving animal to simulate obstetric practice, we considered all possibilities before pursuing this model. Importantly, our model is in no way more traumatic or less realistic than the unilateral carotid artery ligation/ anoxia model to investigate perinatal asphyxia in rodents^61,62^. Second, is the poor neurodevelopmental correlation between rats (altricial) and humans (semi-precocial) which would limit some of the translational aspects of our work. This could be partially offset by performing Oxt exposure studies in postnatal pups at day 10 or beyond, but it would, however, be limited by the lack of context and the absence of Oxt-provoked strong uterine contractions that precede delivery. More importantly, viewing all events solely from a neurodevelopmental perspective ignores the vastly more important evolutionary role of oxytocin during the birthing process as a facilitator of intrauterine to extrauterine transition of life (adaptation to birth hypoxia, lactation, thermoregulation etc.)^63,64^. Nevertheless, we expect our work to inspire other researchers to either develop a more neurodevelopmentally appropriate non-human primate model or pursue potentially new avenues for clinical research directly in pregnant human subjects. Third, our sample size for RNA-seq, though considered acceptable practice^65^, only captures big-fold changes in significant differential gene expression. Therefore, we cannot the exclude the possibility of a small effect of anesthesia and surgery on the cortical transcriptome, but we are reassured nonetheless because such effects would be similarly distributed across both treatment conditions. 

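The size of change that the sample size could show was tested on simulated counts with the means, dispersions and library sizes of the 24 pups. Of 14348 simulated genes, 200 were changed between conditions, 50 of them by each of 4 log2 fold changes of 0.32, 0.58, 1.00 and 1.58 in size, the last being 3-fold. With no difference between litters, 80%, 92%, 100% and 100% of the genes changed by these sizes were recovered over 24 pups. The 12 female pups recovered 56%, 86%, 94% and 100% at these sizes. Litters were then made to differ by the median litter SD of the data, 0.0766 on the log2 scale, drawn separately for each gene. In the data, differences between litters are shared across genes, with 77.4% of the first principal component between litters of one condition. On these simulated counts, the fit with surrogate variables recovered 68%, 96%, 100% and 100%. It also called 423 of the 14148 genes that had not been changed. Without surrogate variables, the fit of 24 pups recovered 70%, 96%, 100% and 100% and called 297 unchanged genes. The fit of counts summed per litter recovered 42%, 88%, 100% and 100% and called 13 unchanged genes. The female pups recovered 36%, 82%, 96% and 100% and had 32 unchanged genes called. Their simulated fit was edgeR's test on the female pups alone, not limma's contrast in the fit by condition and sex. Since the simulated litters are unlike those of the data, these shares and calls hold for the simulated counts and do not give the power of the study.

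**Figure D3:**
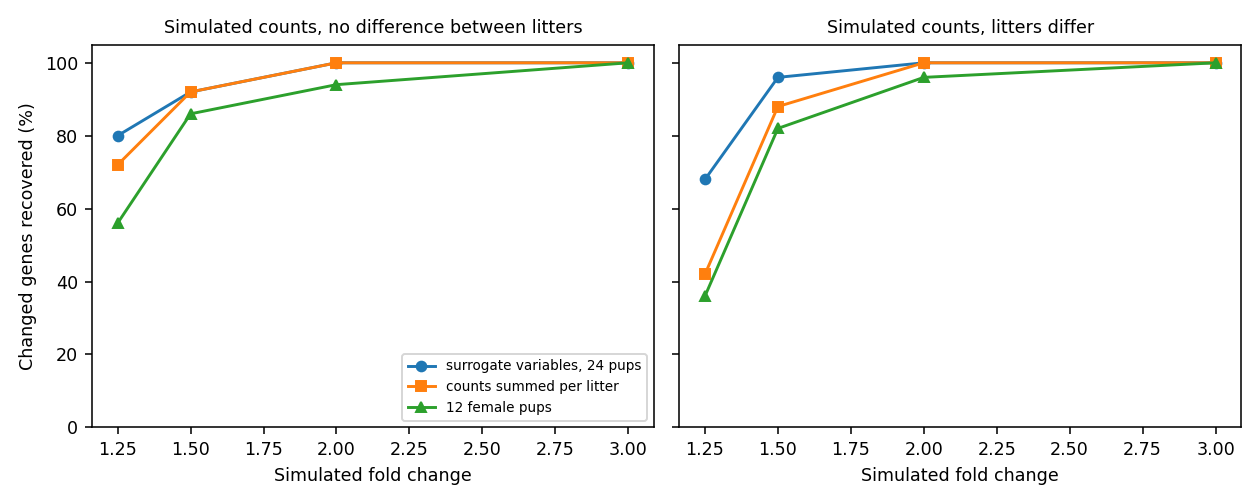
The share of simulated changed genes recovered (%) at each simulated fold change, without a difference between litters and with one. The fits shown are those of 24 pups with surrogate variables, of counts summed per litter and of the female pups. With litters that differ, 42% of the genes with a log2 fold change of 0.32 in size were recovered from counts summed per litter and 68% over 24 pups with surrogate variables.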

Fourth, even though our low-dose Oxt infusion for the first 4 h would have resulted in cervical ripening as demonstrated in laboring women^66^, we are unable to provide objective evidence to support that assumption. Nevertheless, because birth of the pups occurred predictably, it is unlikely to be a concern. Fifth, we did not compare the extent to which Oxt increases intrauterine pressure compared to saline. Because we had biological validation of pup birth, our objective was to capture the temporal relationship between the initiation of Oxt and the rise in intrauterine pressure rather than assess differences in intrauterine pressure between Oxt-induced and spontaneous labor that have been characterized previously^67^. Sixth, the absence of oxidative stress at birth does not exclude the possibility of an effect at a later time point. Finally, a thorough pharmacokinetic profiling of Oxt would have been ideal but was beyond the scope of our study. This limitation, however, is partly offset by the poor correlation between maternal plasma Oxt level and uterine contractility in laboring women^68^.

In conclusion, we provide a viable and realistic animal model for labor induction and augmentation with Oxt and demonstrate its utility in addressing clinically relevant questions in obstetric practice. Adoption of our model by other researchers would enable new lines of investigation related to the impact of perinatal Oxt exposure on the mother-infant dyad.

## Materials and methods

### Study design

All animal experiments and methods reported here were approved by the Institutional Animal Care and Use Committee at Washington University in St. Louis (#20170010) and conducted in accordance with the institutional and ARRIVE guidelines.

### Development of the pregnant rat model for labor induction and augmentation with Oxt

The system consists of a subcutaneously placed iPRECIO infrared-controlled microinfusion pump (SMP-200, Primetech Corporation) connected to the right internal jugular vein in an embryonic day (E)18 Sprague Dawley dam (Charles River Laboratories) (Fig. 2). Briefly, the dam was anesthetized with 2% isoflurane followed by subcutaneous implantation of the iPRECIO pump approximately 2–3 cm below the nape of the neck and creation of a tunnel to deliver the pump tubing next to the internal jugular vein, into which it was secured in place with ligatures. The reservoir of the iPRECIO pump was primed with sterile normal saline prior to implantation and was pre-programmed to deliver an infusion rate of 10 μl/h for 72 h to keep the tubing patent until E21. Two hours before completion of the saline infusion at 72 h, the reservoir was accessed subcutaneously under brief isoflurane anesthesia to aspirate the saline and was refilled with 900 μl of Oxt (Selleck Chemicals, 50 μg/mL in normal saline). This was followed by the pre-programmed infusion rate of 5 μl/h for 4 h, 10 μl/h for 4 h, 20 μl/h for 4 h, and 30 μl/h for 12 h (iPRECIO Management System) (Supplementary Fig. S2).

### Validation experiments

Though the witnessed birth of pups offered functional validation, we examined the effect of Oxt on the uterine myometrium with molecular biological assays, immunohistochemistry, and telemetric assessment of changes in uterine pressure.

i. *OxtR gene expression:* Briefly, approximately 0.5 cm × 1 cm rectangular piece of myometrial tissue was harvested from the anti-mesometrial aspect of the uterus after 8–12 h of exposure to either Oxt (100 mcg/mL concentration) or saline. Sample processing and OxtR qPCR was performed with a custom TaqMan® OxtR probe as described by us previously^69^.
ii. *Western blot for OxtR expression:* Membrane-associated proteins were isolated from approximately 100 mg of uterine myometrial tissue using Mem-PER Plus Membrane Protein Extraction Kit (catalog# 89842, ThermoFisher Scientific, Inc.) following manufacturer's instructions and subjected to immunoblotting with appropriate positive and negative controls (Cat#: LY400333, Origene Technologies, Inc). Approximately 10 μg of protein per lane was electrophoresed and transferred to membrane using Bolt western blot reagents (bolt 4–12% Bis Tris gel, catalog # NW04125; bolt sample reducing agent, catalog B0009; bolt LDS sample buffer, catalog # B0007; iBlot2 dry blotting system). The membrane was subsequently blocked with TBST buffer (catalog # S1012, EZ Bioresearch) containing 5% milk for 1 h at room temperature on a shaker. Following a brief wash with TBST buffer, the membrane was immunoblotted overnight at 4 °C on a shaker with primary rabbit anti-OxtR antibody (catalog # TA351476, OriGene Technologies), at a dilution of 1:250 in 5% milk-TBST buffer. HRP-conjugated secondary antibody (anti-rabbit IgG, catalog #7074, Cell Signaling Technology, Inc.) was used at a dilution of 1:1000 for 1 h at room temperature on a shaker. Immunoblots were incubated with ProSignal® Dura ECL Reagent (catalog #20-301, Prometheus Protein Biology Products) for 2 min at room temperature and detection of bound antibody was achieved with LI-COR Fc imaging system (LI-COR Biosciences Inc.) and the band concentrations were analyzed with Image Studio™ Ver. 5.2. For loading control, the membrane was stripped using Western ReProbe PLUS (catalog# 786-307, G-Biosciences, Inc) according to manufacturer’s instructions and immunoblotted with HRP-conjugated β-Actin (mouse monoclonal IgG), at a dilution of 1:1000 (catalog # sc-47778, Santa Cruz Biotechnology Inc.) for 1 h.
iii. *Immunohistochemistry:* To qualitatively confirm our western blot results, we performed immunohistochemistry for OxtR expression in the uterine myometrium. Briefly, 5-μm frozen sections of uterine myometrium embedded in OCT compound were obtained using Leica CM1510 S cryostat and immunostained for phosphorylated myosin light chain kinase (1:200 rabbit anti-mouse phosphomyosin light chain kinase, Invitrogen) and imaged with the Zeiss Axioskop 40 microscope. OxtR protein expression was assessed by immunostaining with goat anti-rat OXTR antibody (1:100; Origene) and revealed with Alexa Fluor® 594 labeled rabbit anti-goat antibody (1:300, Invitrogen). All primary antibodies were incubated overnight at 4ºC followed by a 1 h incubation with secondary antibodies at room temperature. Imaging was performed with Olympus BX60 fluorescence microscope with designated filter sets.
iv. *Uterine telemetry:* To assess whether initiation of Oxt was temporally associated with increase in intrauterine pressure, we performed pressure recordings with telemetry as described previously by us for mice^70,71^. Briefly, under isoflurane anesthesia and sterile precautions, we inserted a pressure catheter in the right horn between the uterine wall and the fetus under sterile precautions during pump implantation in E18 dams. To minimize the possibility that telemetry recordings could represent spontaneous labor, we advanced the time of replacement of saline with Oxt to 48 h instead of 72 h (i.e., E20—two days before term gestation). The pressure catheter was connected to a PhysioTel PA-C10 transmitter (Data Sciences International) placed in the lower portion of the abdominal cavity. Telemetry recordings were performed at 500 Hz with Dataquest ART data acquisition system version 4.10 (DSI) sampling every 5 min for 15 s intervals for 6 h at baseline, followed by recordings 48 h later when Oxt was initiated and continued until the birth of the pups.

### Effect of in utero exposure to anesthesia and surgery on the neonatal cortical transcriptome

To rule out the possibility of adverse effects on the fetal brain from intrauterine exposure to anesthesia and surgery during pump implantation^41,42^, we examined the cortical transcriptome of newborn pups delivered spontaneously by unhandled *vs*. surgically implanted dams. Briefly, 2 brains from spontaneously delivered newborn pups of either sex were collected within 2 h of birth from 6 dams (n = 3 each for spontaneous labor and saline-filled iPRECIO pump at E18). Total RNA was extracted from the right cerebral cortex using RNAeasy kit (Qiagen) and subjected to RNA-seq (Genome Technology Access Center core facility). Only RNA with RIN > 9.5 were used for RNA-seq. Processing of samples, sequencing, and analysis were done as described by us previously^69^ and detailed in the Supplementary Materials and Methods.

### Assessment of biomarkers of oxidative stress in the newborn brain

Briefly, brains were isolated from vaginally delivered newborn pups within 30 min to 2 h after birth, snap frozen, and stored at -80 °C for oxidative stress assays. Cortical lysates were prepared according to the assay type and protein concentration was determined using BCA Protein Assay Kit (ThermoFisher Scientific) prior to the assays. All assays were performed in duplicate, and fluorescence/absorbance was read with Tecan Infinite® M200 PRO multimode plate reader using appropriate filter sets as recommended by the manufacturer. We assayed for total free radicals (OxiSelect™ In Vitro ROS/RNS Assay Kit, #STA-347), 4-hydroxynonenal (lipid peroxidation marker, OxiSelect™ HNE Adduct Competitive ELISA Kit, # STA-838), protein carbonyl (marker of oxidative damage to proteins; OxiSelect™ Protein Carbonyl ELISA kit, # STA-310), total glutathione (OxiSelect™ Total Glutathione Assay kit, # STA-312), and total antioxidant capacity (OxiSelect™ TAC Assay Kit, # STA-360). All assays were purchased from Cell BioLabs, Inc (San Diego, CA) and performed as described by us in detail previously^72^.

### Expression of genes mediating oxidative stress in the newborn brain

From the same set of experiments as above, brains were isolated from additional pups born after exposure to either Oxt or saline (n = 6–8 per group), snap frozen, and immediately stored at -80 °C. Processing of total RNA for gene expression experiments was performed as described by us previously^69^. Expression levels of 16 genes relevant to oxidative stress (*Mtnd2*, *Mtnd5*, *Mtcyb*, *Mt-co1*, *Mt-atp8*) and antioxidant (*Sod1*, *Sod2*, *Gpx1*, *Gpx4*, *Prdx1*, *Cat*, *Gsr*, *Nox3*, *Nox4*, *Txnip*, *Txrnd2*) pathways were assayed in duplicate along with four endogenous housekeeping control genes (*18S rRNA*, *Gapdh*, *Pgk1*, and *Actb*) and reported as described previously^69^.

### Statistical analysis

Data outliers were detected and eliminated using ROUT (robust regression and outlier analysis) with Q set to 10%. Because our pilot experiments with a higher dose of Oxt (100 mcg/mL concentration) showed no sex differences in the expression of oxidative stress markers in the newborn brain, all subsequent analyses were performed regardless of sex of the offspring. RNA-seq data were analyzed as described by us previously^69^. Quantitative data were analyzed with Welch’s t-test with *p* ≤ 0.05 considered significant, while oxidative stress gene expression data were analyzed with unpaired student’s t-test followed by Bonferroni correction with an adjusted *p*-value ≤ 0.003 considered significant. All analyses, with the exception of RNA-seq data, were performed on Prism 8 for Mac OS X (Graphpad Software, Inc, La Jolla, CA) and expressed as mean ± S.E.M.

### Paper presentation information

This abstract was presented for Oral Presentation at the 50th Annual Meeting of the Society for Obstetric Anesthesia and Perinatology, Miami, FL, May 9–13, 2018.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Video 1.

Supplementary Video 2.

## Data Availability

The equipment needed to establish the model are commercially available and non-proprietary. All data needed to evaluate the conclusions in the paper are present in the paper and/or the Supplementary Materials. The RNA-seq data used in this publication have been deposited in NCBI's Gene Expression Omnibus (GEO) and are accessible through the GEO Series accession number GSE161122 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE161122).

# Supplementary material for: Labor induction with oxytocin in pregnant rats is not associated with oxidative stress in the fetal brain
**Source:** Sci Rep. 2022 Feb 24;12:3143. doi: 10.1038/s41598-022-07236-x
**Supplement:** Supplementary file 3 — Supplementary Information 3.

**Supplementary File**

**1. Supplementary Materials and Methods**

**Study design**

Because of the iterative process involved in the creation of the animal model, we did not predetermine the sample size. However, after confirming the success of the Oxt regimen, sample sizes for all the hypothesis-testing experiments were guided by our previous work on the effect of Oxt-induced uterine hypercontractility on oxidative stress in the fetal brain (Palanisamy et al., JCI Insight 2020). To minimize litter effects, we used one randomly chosen pup per dam when possible.

**Handling of critical steps and troubleshooting**

Ensuring appropriate anesthesia, analgesia, and body temperature, with meticulous attention to sterility and surgical technique was critical for the success of the experiments. The duration of surgery was approximately 30-45 min, and prior to closure of the subcutaneous pocket with 4.0 silk sutures, buprenorphine SR 1mg/kg was injected subcutaneously for post-operative analgesia. Nevertheless, we observed complications related either to the surgery, or the choice of gestational age or the Oxt regimen. One issue we encountered was surgical wound infection despite a single dose of subcutaneous antibiotic (enrofloxacin 10 mg/kg) during the time of pump implantation. Therefore, we changed our antibiotic regimen to extended oral administration via drinking water (trimethoprim /sulfamethoxazole 240 mg/5 mL suspension in 250 mL drinking water). Similarly, suture dehiscence was observed in 3 dams, which we eliminated in subsequent experiments by coating the suture lines with cyanoacrylate glue (Vetbond Tissue Adhesive, 3M). Implantation of the pump at E20 (i.e., 2 days before expected delivery) was associated with a high incidence of either preterm or dystocic labor. Significantly, we also noticed a high rate of either cannibalization, a type of maternal behavior that is known to be uncommon in this species, or poor maternal care with pup neglect. Therefore, to minimize this possibility, we advanced the pump implantation day to E18. All pumps were filled with saline, and in the dams assigned to receive Oxt, saline was replaced with Oxt by accessing the reservoir subcutaneously at 72 h . We performed an iterative process for assessing various Oxt concentrations (from 1 mg/mL to 100 mcg/mL to 50 mcg/ mL), the rate of Oxt infusion, and the frequency at which the rate was changed. An Oxt concentration of 50 mcg/mL gave the most consistent results with respect to the timing of birth, maternal care, and the survival of pups. This dosing paradigm was chosen after an iterative process involving adjustments in either the concentration of Oxt or the rate or frequency of administration. Approximately 7 days after delivery of the pups, the pump was removed from the subcutaneous pocket and the surgical site was restitched. These sutures were subsequently removed one week later after ensuring complete healing and closure. Higher concentration of Oxt (≥ 100 mcg/mL) or increased frequency of rate change was associated with dystocic labor and occasional cannibalization of the pups by the mother, though not to the same extent as pump implantation at E20.

**RNA-seq analysis of the newborn cortical transcriptome**

Samples were prepared according to library kit manufacturer’s protocol, indexed, pooled, and sequenced on an Illumina HiSeq. Basecalls and demultiplexing were performed with Illumina’s bcl2fastq software and a custom python demultiplexing program with a maximum of one mismatch in the indexing read. RNA-seq reads were then aligned to the Rattus norvegicus Ensembl Rnor_5.0 top-level assembly with STAR version 2.0.4b. Gene counts were derived from the number of uniquely aligned unambiguous reads by Subread: featureCount version 1.4.5. All gene counts were then imported into the R/Bioconductor package EdgeR and TMM normalization size factors were calculated to adjust for samples for differences in library size. 

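The files list 26404 genes, of which 21787 had at least 1 count in any pup. A minimum of 1 CPM, exceeded in at least 4 samples, left the 14348 genes tested over all pups, 463 of them on the X chromosome and 28 on the mitochondrial genome. The same minimum in at least 12 samples left the 13929 genes of the fit by condition and sex. Each of the 967 genes in the part of Supplementary Data S1 in hand exceeded the minimum in at least 12 samples. Names were in hand only for the genes of that part, so ribosomal genes as a group could not be left out by name and those above the minimum are among the genes tested.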

Ribosomal genes and genes not expressed in at least 4 samples greater than one count-per-million were excluded from further analysis. The TMM size factors and the matrix of counts were then imported into the R/Bioconductor package Limma. Unknown latent effects were then estimated with the R/Bioconductor package SVA. Weighted likelihoods based on the observed mean-variance relationship of every gene and sample were then calculated for all samples with voomWithQualityWeights. Differential expression analysis was then performed to analyze for gene expression differences between conditions with Limma and perturbations in expression in known Gene Ontology (GO) terms and KEGG pathways with the R/Bioconductor package. The results were then filtered for only those genes or terms with Benjamini-Hochberg false-discovery rate adjusted p-values less than or equal to 0.05.

**2. Supplementary Figures**

**Fig. S1.** RNA-seq data showing the heatmap of differentially expressed genes after *in utero* exposure to anesthesia and surgery for pump implantation.

**
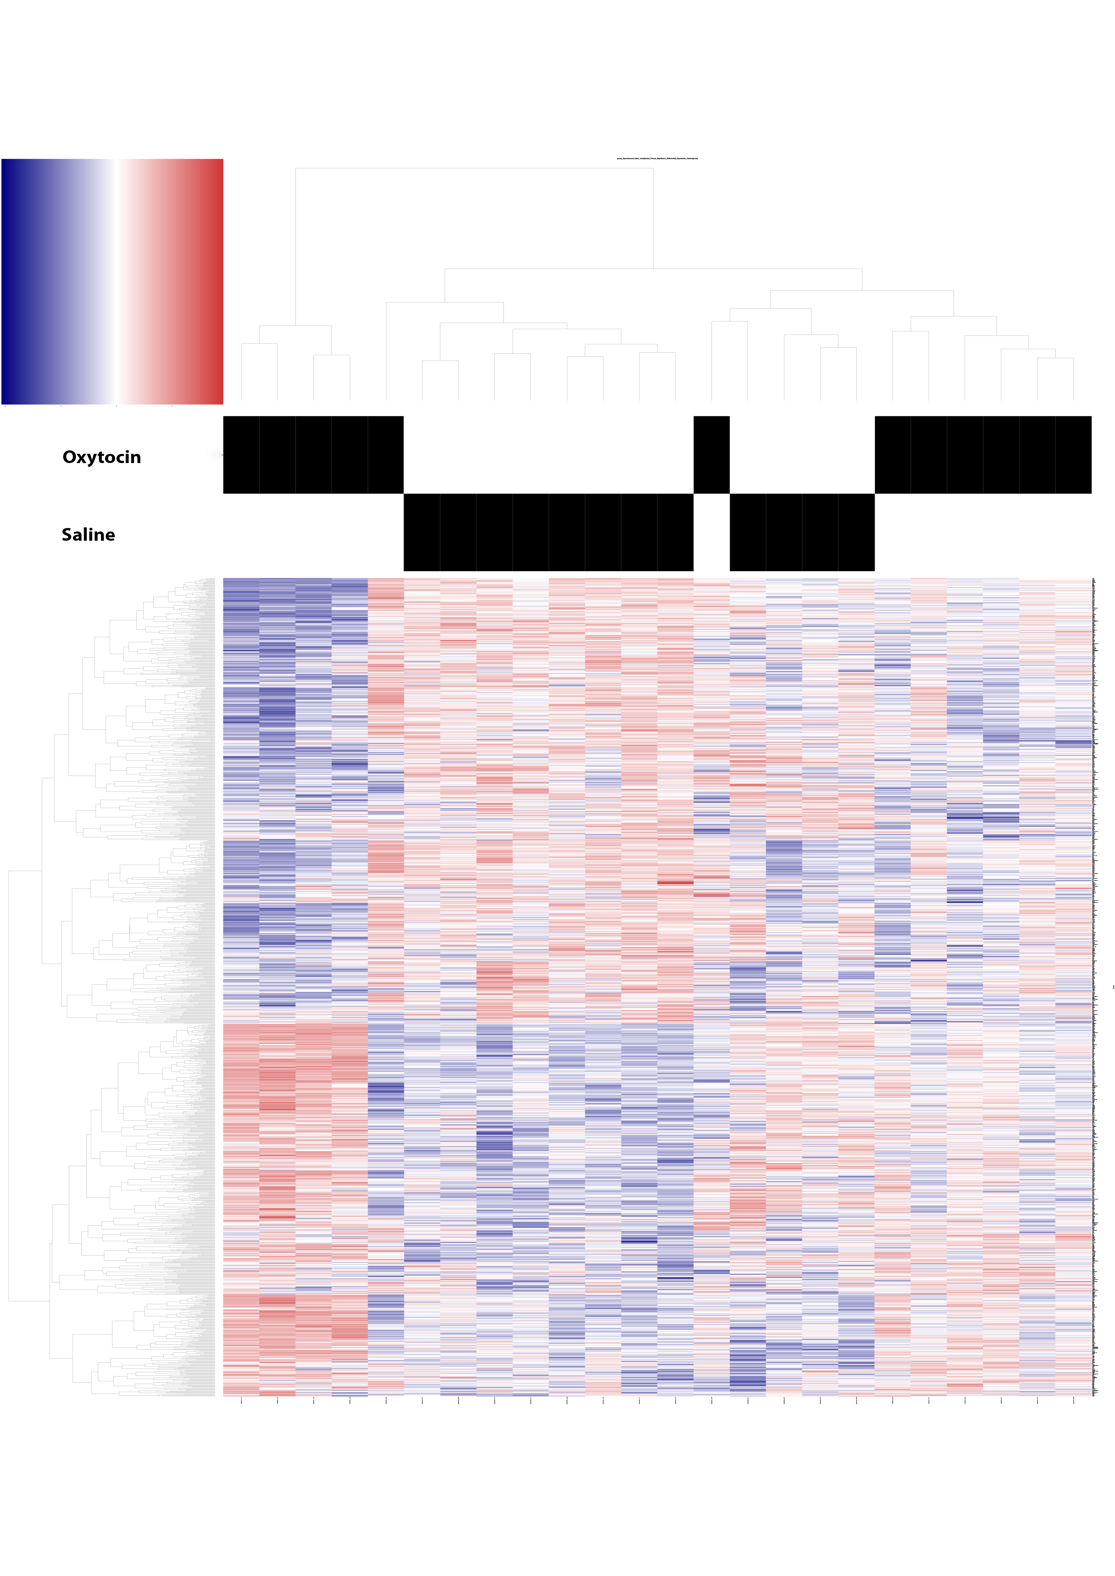
**

**Fig. S1. Differential gene expression in the developing brain after in utero exposure to anesthesia and surgery.** Overall, 12890 genes were differentially expressed of which 1180 genes were significantly differentially expressed with unadjusted p value < 0.05 (Supplementary Data S1 and S2). However, none of the genes were differentially expressed after adjustment for the false discovery rate.

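At an unadjusted p-value under 0.05, 1276 genes differed between conditions in the female pups in limma's test of the fit by condition and sex, 581 of them higher and 695 lower in spontaneous labor. Over all 24 pups, 1203 genes did in edgeR's test with surrogate variables, 637 higher and 566 lower. The male pups had 814 such genes in limma's test. The female contrast kept genes above 1 CPM in at least 12 samples and the fit over all pups in at least 4. With these minimums exchanged, the female contrast had 630 higher and 657 lower, and all pups had 530 higher and 555 lower. The opposite balance over all pups therefore depends on the minimum. Of the 1276 genes of the female pups, 155 also passed in the male pups, 147 of them in the same direction. The log2 fold changes of female and male pups had a correlation of 0.336 across genes, which are not independent replicates. Female and male pups came from the same 6 litters, so that differences between litters enter both contrasts. The agreement between the sexes therefore does not test the condition. Of the 1203 genes over all pups, 471 also passed without surrogate variables and 145 with the counts summed per litter. The number over all pups ranged from 240 with the counts summed per litter to 2868 without spontaneous labor litter 3.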

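In the female pups, the smallest adjusted p-value over all genes was 0.493 from limma. It was 0.479 in the male pups from the same fit, and for the mean of both sexes it was 0.0995. With no surrogate variables over all 24 pups, edgeR gave a smallest adjusted p-value of 0.0776. From the lack of genes past this adjustment, the paper concludes that there were no significant changes in the cortical transcriptome after exposure to surgery and anesthesia. The paper also reports an impact on several pathways from its GO and KEGG analyses. It does not exclude a small effect on the transcriptome.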

**Fig. S2. Workflow for pump programming with iPRECIO Management System software**

**
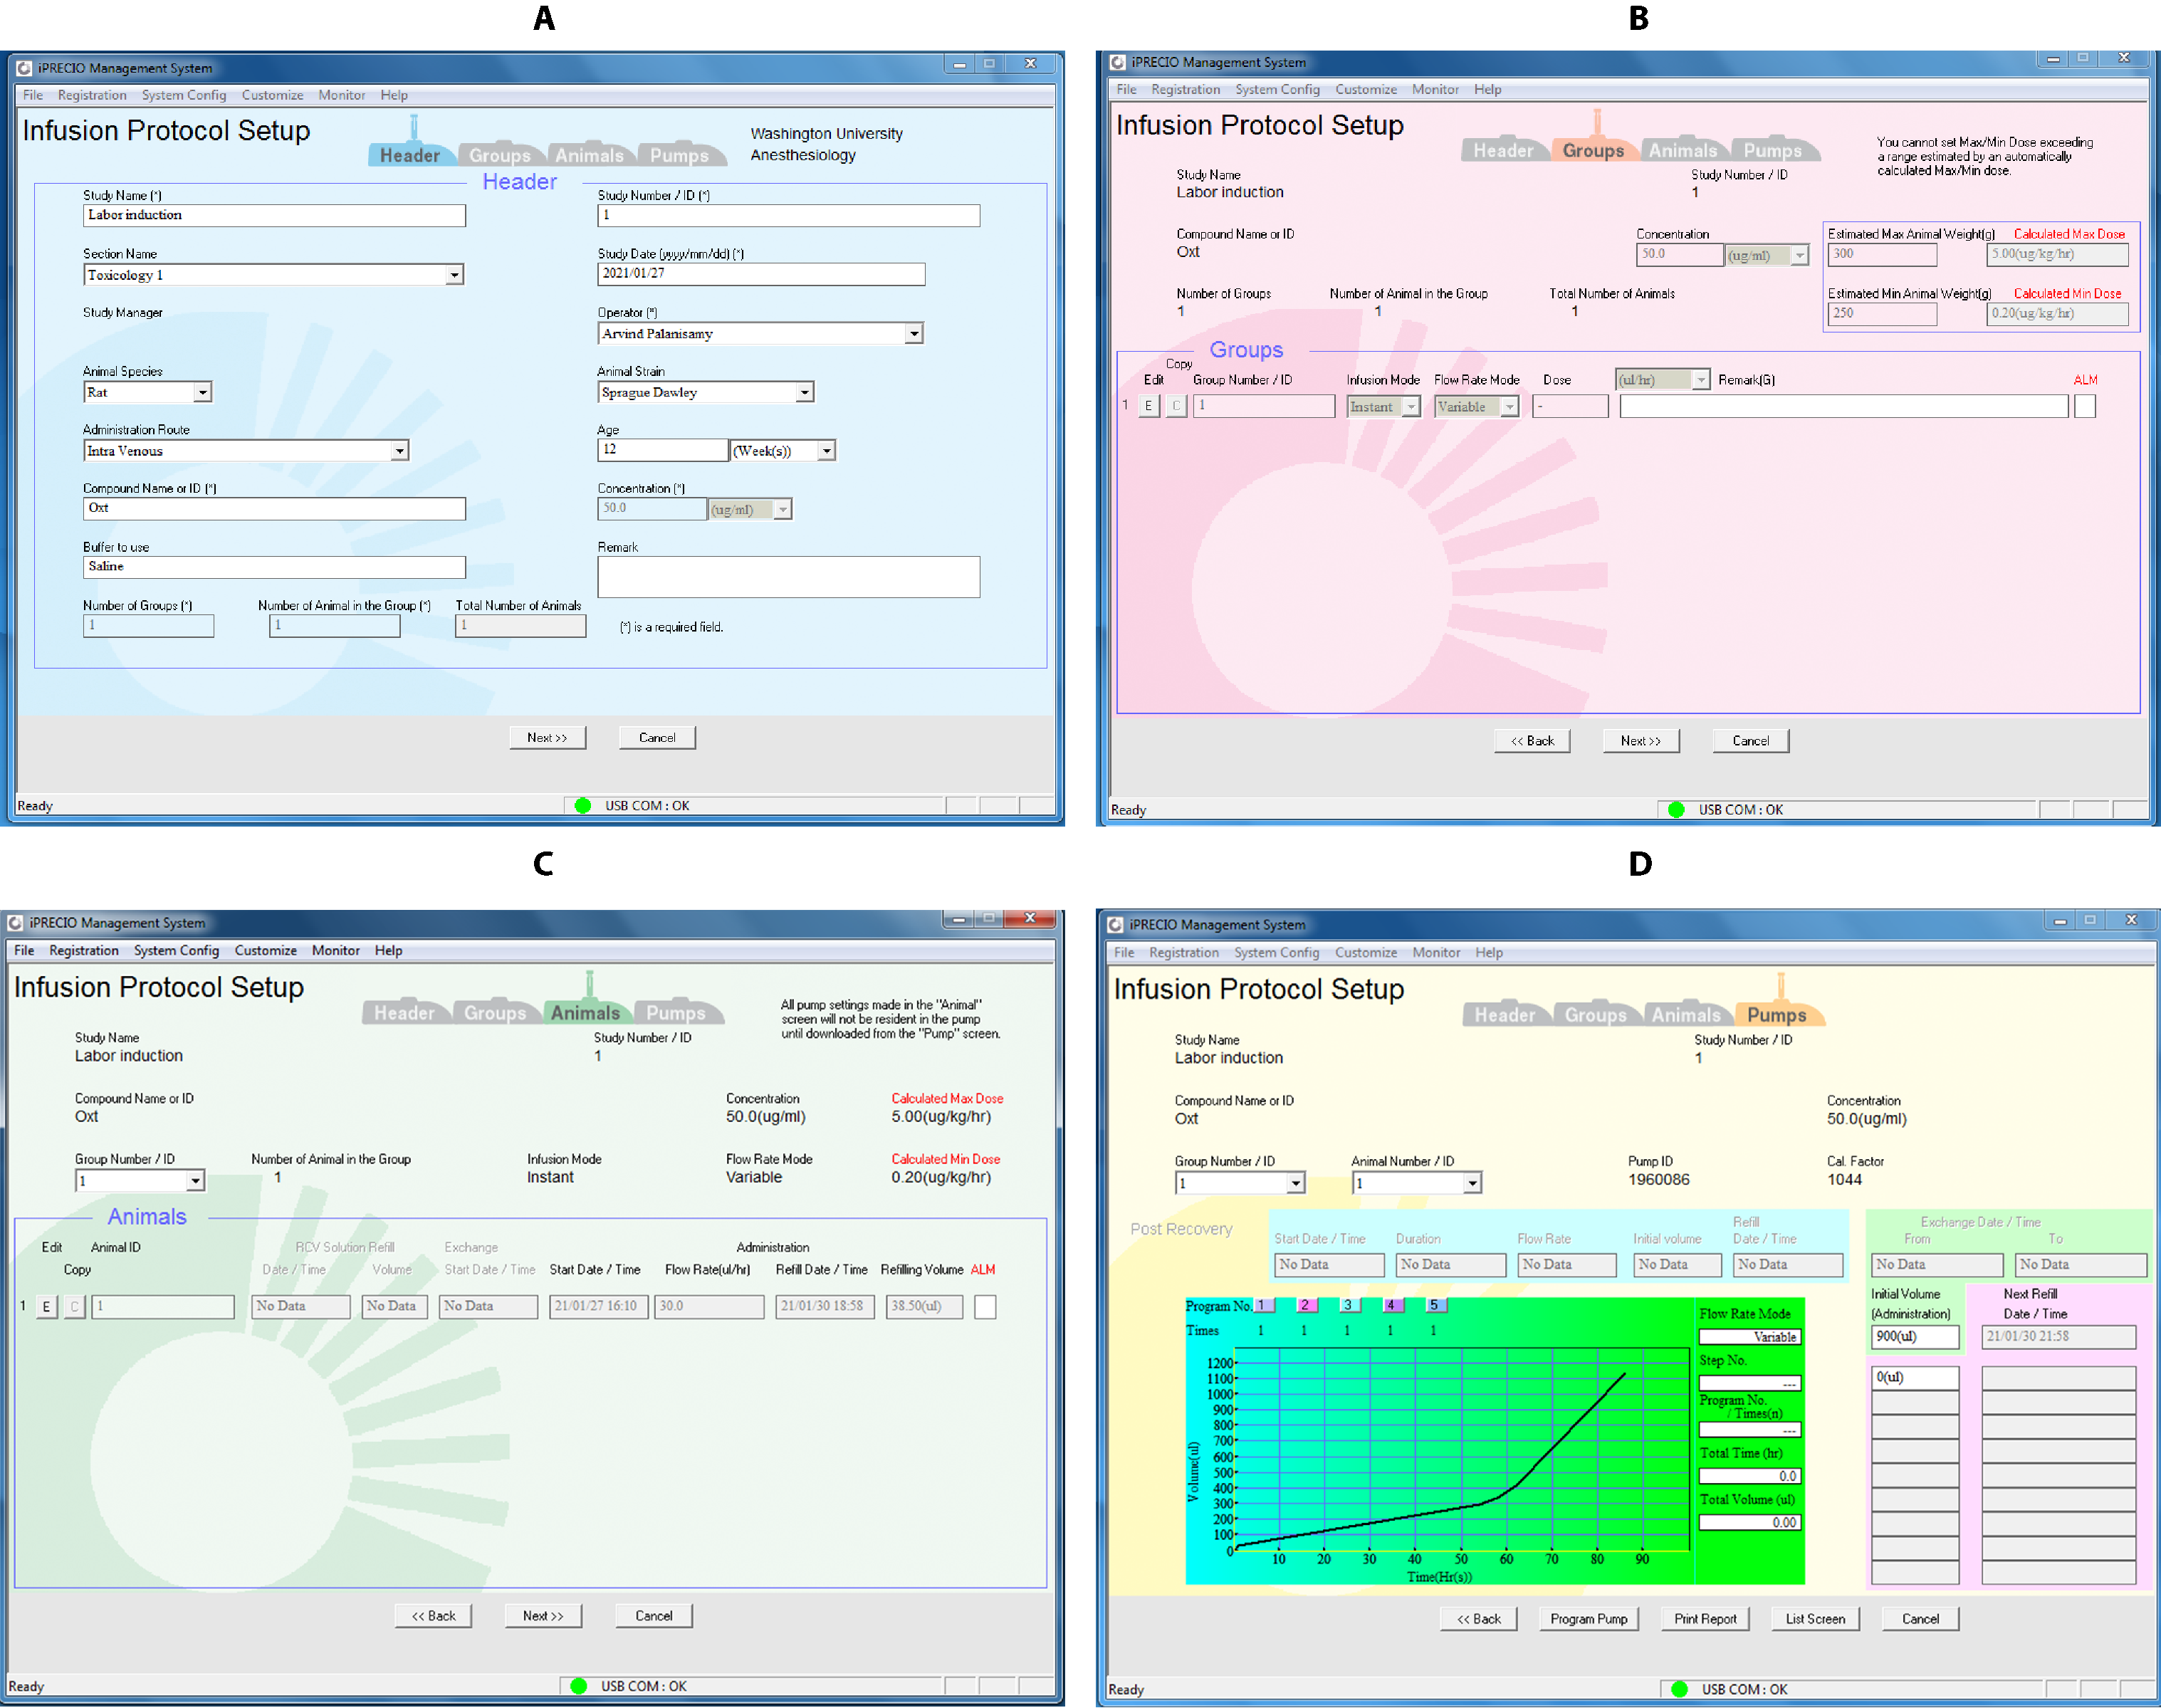
**

**Fig. S2. A walkthrough of the sequential steps (A-D) for pump programming with iPRECIO Management System software.** All procedures were performed in accordance with the manufacturer’s instructions. (**A**) Infusion protocol set up page that allows input of all the variables necessary for programming of the pump. (**B-C)** Variable flow rate mode is chosen to ensure gradual escalation of Oxt dose over time. (**D**) A graphic representation of Oxt dosing showing the volume that is to be administered over time. The pump ID and calibration factor is automatically detected and inputted by the data communication device.

**Fig. S3. Uncropped full-length western blot**

**A)**

**
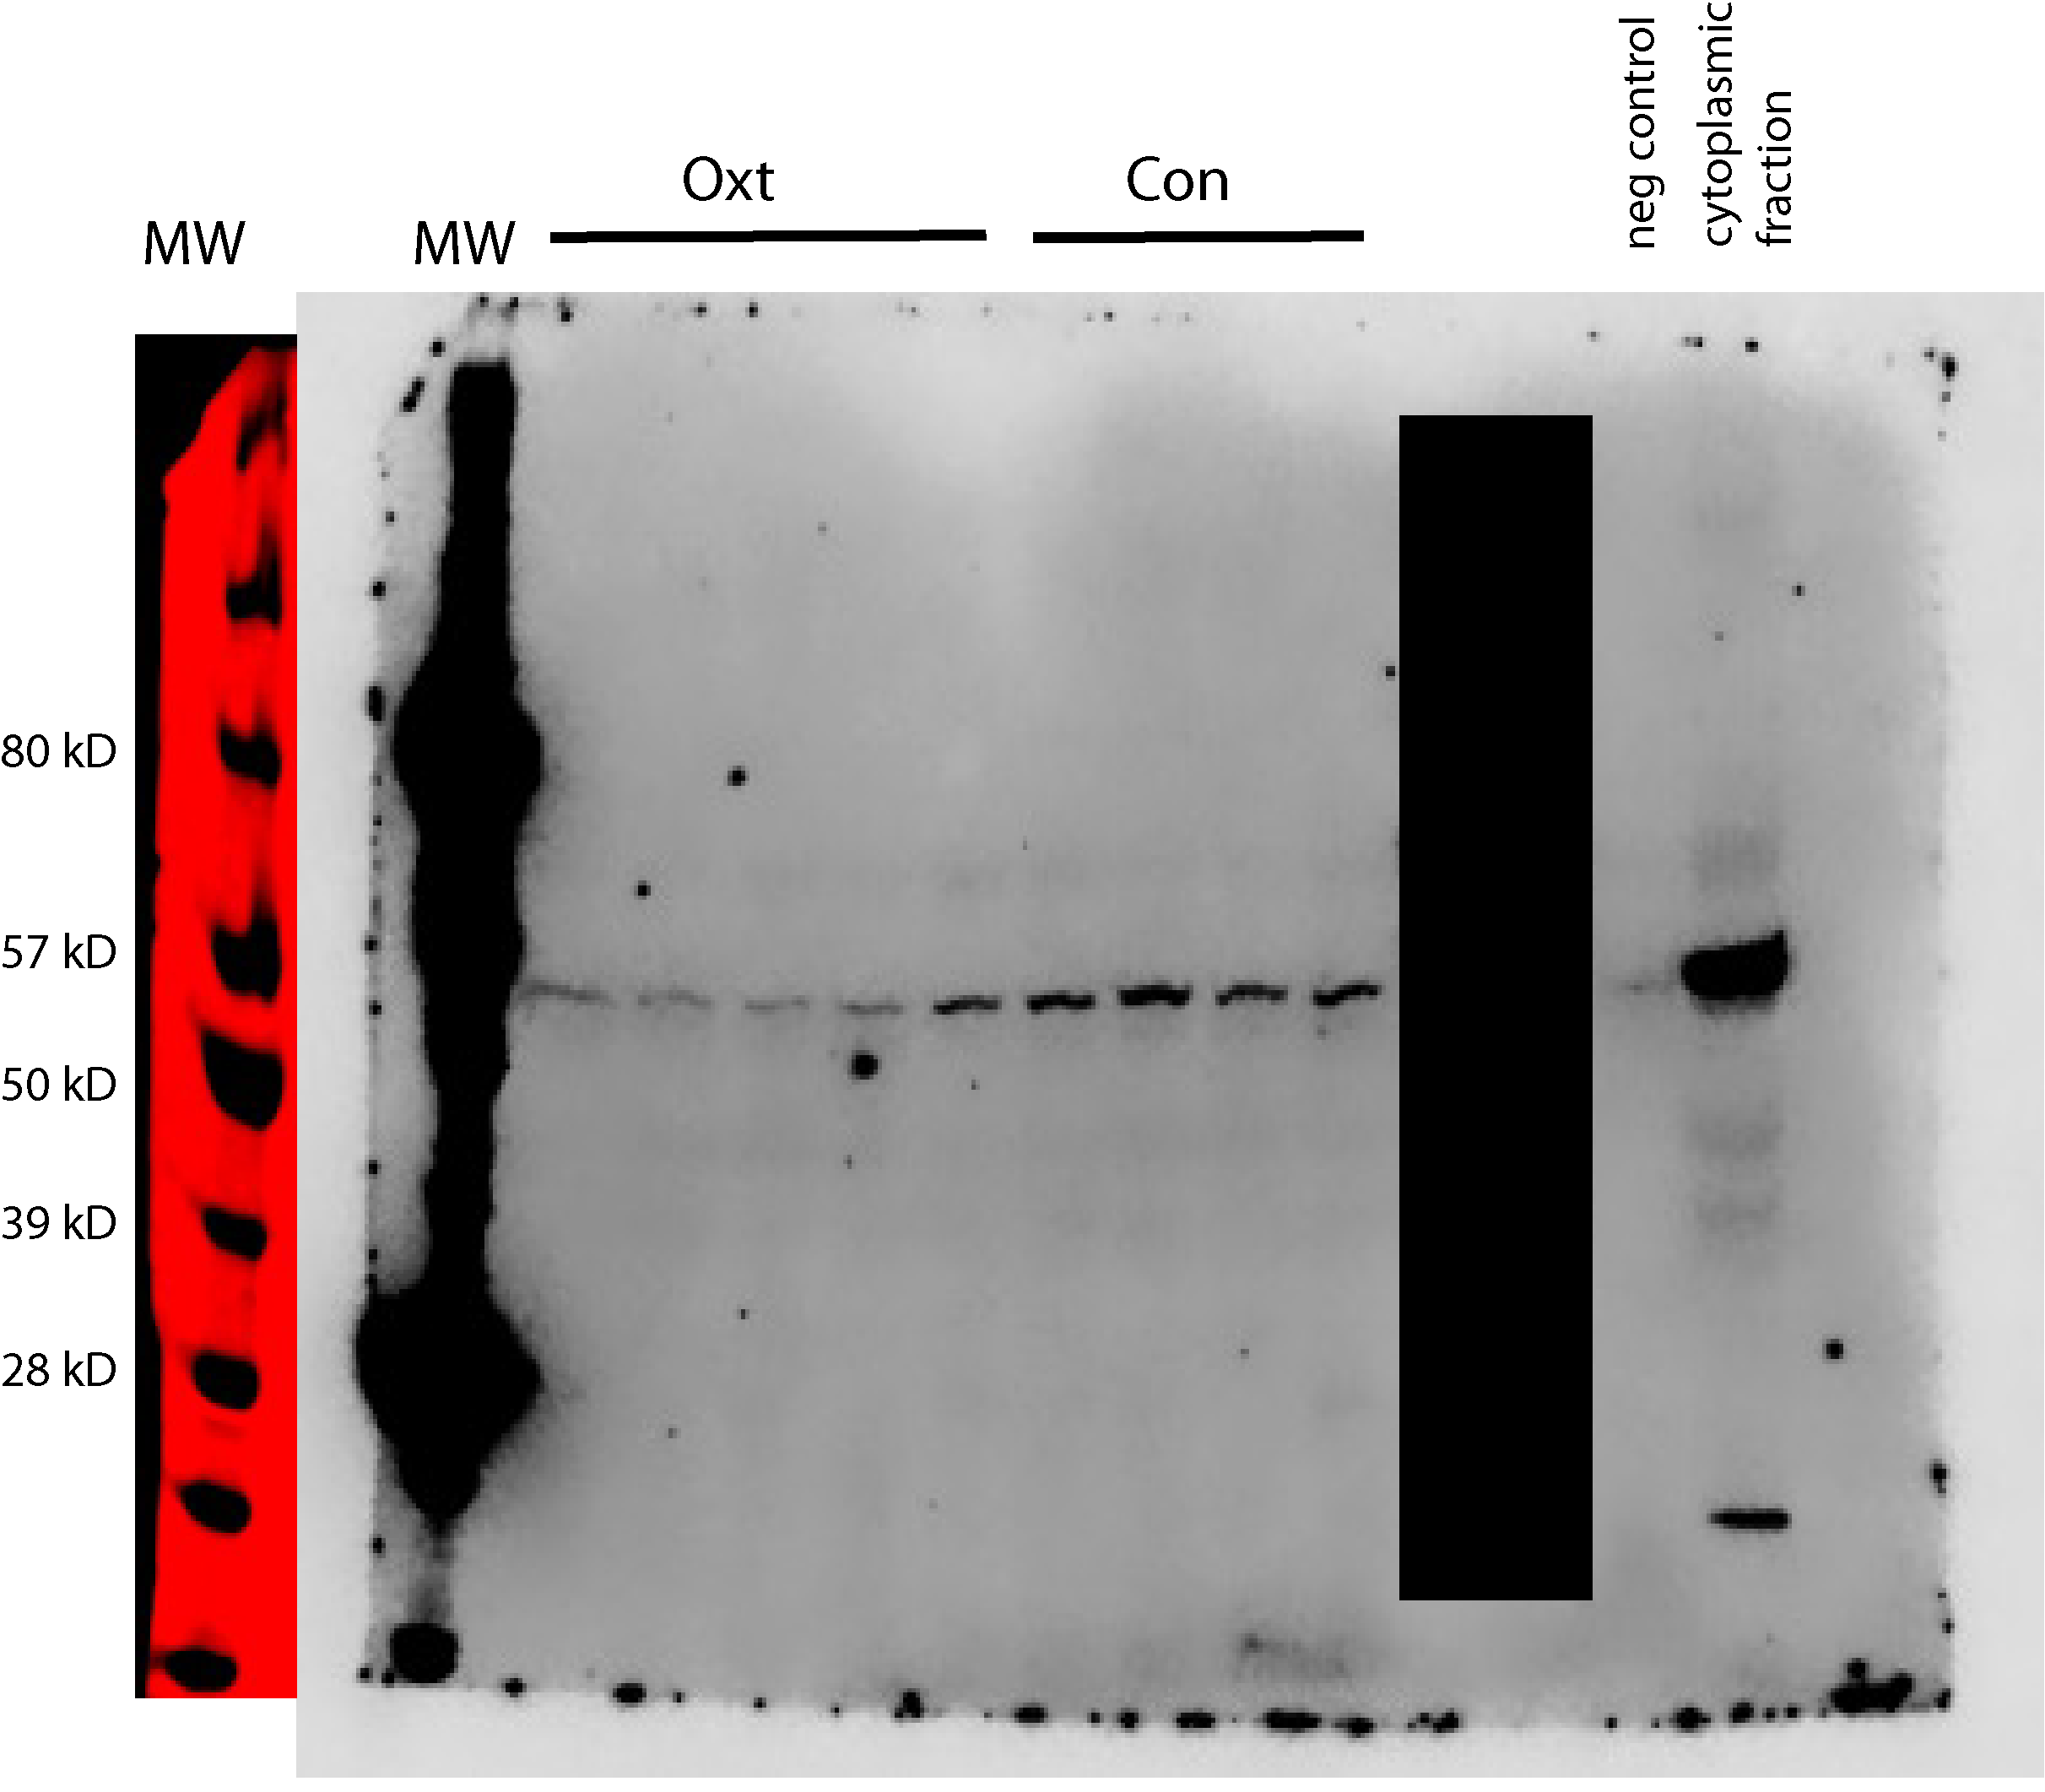
**

**B)**

**
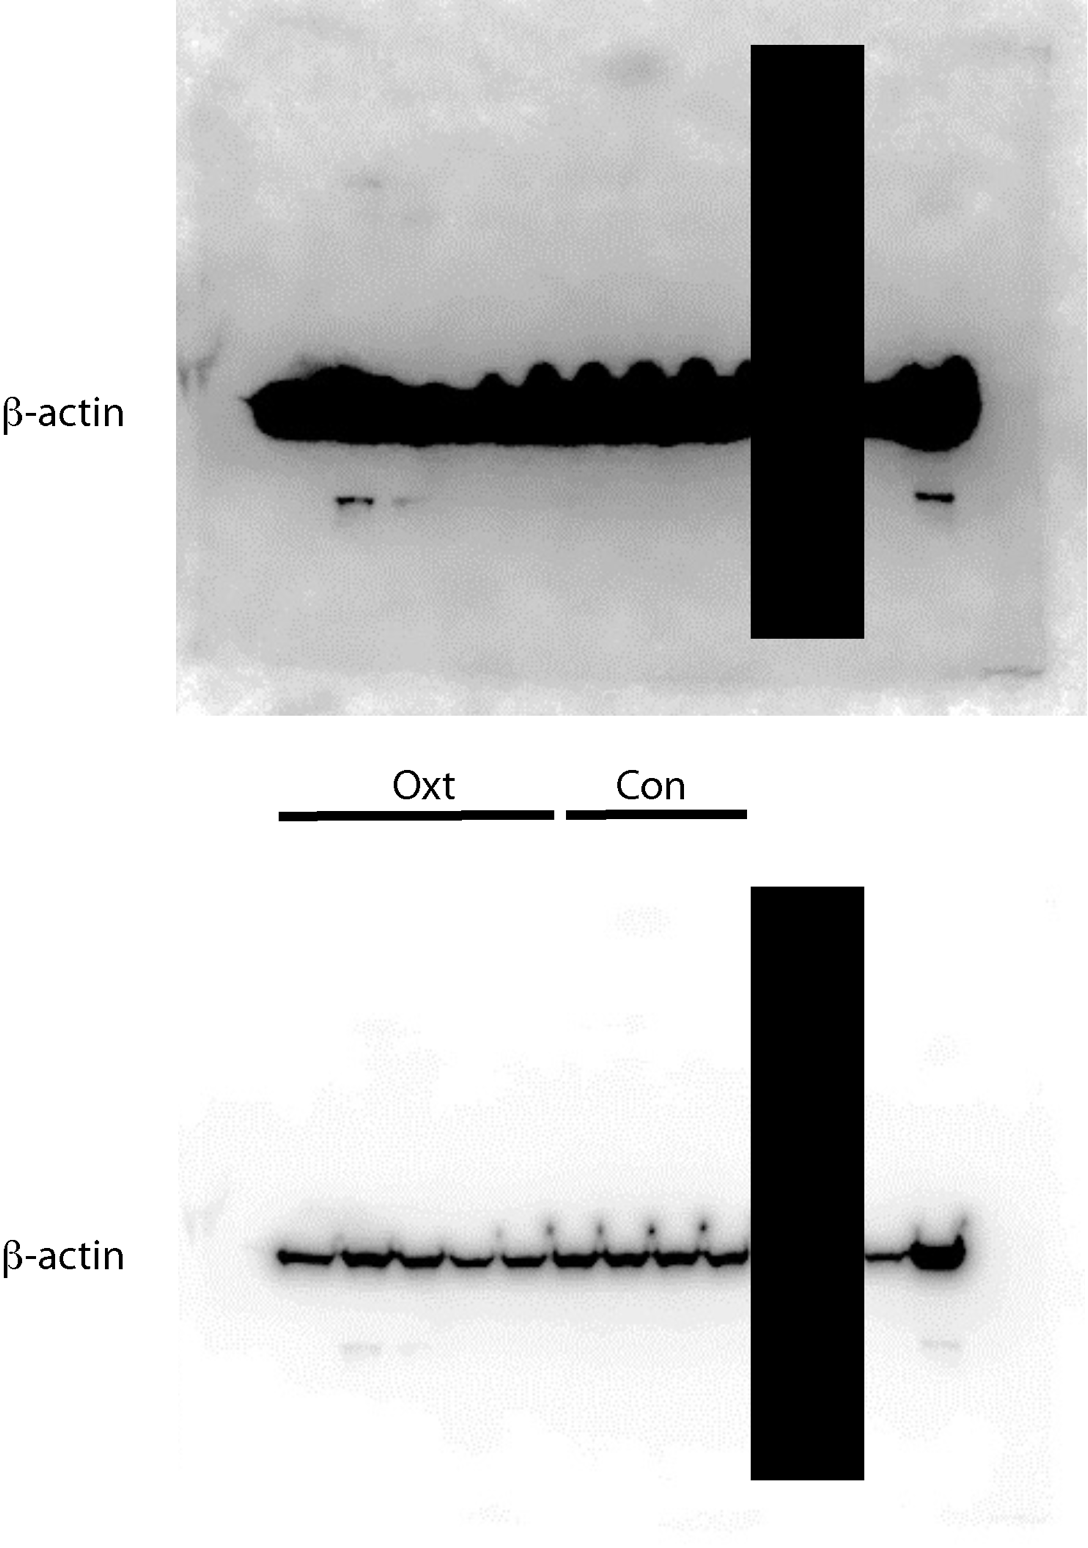
**

**Fig. S3. A) Full-length blot confirming the specificity of OxtR band from cell membrane lysates.** Uterine myometrial tissue from postpartum day 7 rats was used as negative control. Last lane shows the cytosolic expression of OxtR from uterine myometrial tissue isolated from saline-exposed dams. **B)** The membrane was stripped and reprobed for β-actin. Both the original (above) blot with visible membrane edges and the contrast-adjusted blot to facilitate densitometric quantification (below) are shown. Two lanes containing samples from an unrelated study have been intentionally obscured to minimize confusion. Please note that the Con and Oxt lanes are reversed in Fig. 3 to present data consistent with the rest of the manuscript.

**3. Supplementary Tables**

**Table S1.** **Animal use data**

| **Animal use** | **Age at pump implantation** | **Experiment** | **Outcome** |
| --- | --- | --- | --- |
| 4 | E 20 | Practice experiments to assess impact of anesthesia and surgery during pump implantation | High incidence of either preterm labor, dystocia, or cannibalization; pump implantation surgery advanced to earlier gestation at E18 |
| 8 | E18 | To determine optimal Oxt dosing regimen | Higher concentration of Oxt (≥ 100 mcg/mL) or increased frequency of infusion rate change were associated with dystocia and occasional cannibalization; Final Oxt concentration and infusion rate/rate change frequency chosen |
| 3 | E18 | Saline pump implantation to examine if exposure to surgery and anesthesia affects the neonatal cortical transcriptome at birth (RNA-seq) | Surgery and anesthesia at E18 were not associated with significant changes in the neonatal cortical transcriptome |
| 3 | Not applicable | Spontaneously laboring controls for the experiment above |  |
| 2 | E18 | Uterine telemetry experiment with Oxt initiated at E20 (i.e., one day earlier) to minimize the chances of spontaneous labor | Confirmation of the rise of intrauterine pressure after Oxt initiation |
| 12 | E18 | Oxt vs. saline pump implantation (n=6 each), followed by Oxt initiation at 72 h | Collection of cerebral cortices from vaginally delivered newborn pups (n=2 pups from each dam) to assess oxidative stress; the remaining offspring were weighed until weaning at P21 to determine the impact of Oxt on maternal nurturing and weight trajectory of the offspring |
| 12 | E18 | Oxt vs. saline pump implantation (n=7 and 5, respectively), followed by Oxt initiation early am of E21 to facilitate sample collection during the day | Collection of uterine myometrium for OxtR gene expression studies, OxtR immunofluorescence, and OxtR western blot |

**Table S1. Details of animal use for the creation and validation of the labor induction with oxytocin model.** A detailed description of the iterative process involved in the creation of the model that involved determination of the day of surgery, oxytocin concentration, rate of administration and the frequency of rate change. During the model development phase of the study, we used 12 dams in an iterative process to determine the optimal gestational age for surgery and a contextually relevant dosing paradigm for Oxt, with the ultimate goal of ensuring predictable delivery of viable and thriving pups and a nurturing mother. E: embryonic day; P: postnatal day.

**Table S2.** Litter data and weight gain trajectory of the offspring.

|  | Average litter size | Average weight gain (male pups)  (grams) | | | Average weight gain (female pups)  (grams) | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | P7 | P14 | P21 | P7 | P14 | P21 |
| Saline | 8.6 ± 1.4 | 12.0 ± 0.7 | 27.2 ± 0.7 | 41.9 ± 3.0 | 12.2 ± 1.3 | 26.6 ± 0.7 | 42.2 ± 3.8 |
| Oxt | 8.2 ± 1.2 | 14.8 ± 0.2 | 30.1 ± 2.1 | 48.9 ± 3.2 | 14.9 ± 0.5 | 29.1 ± 3.0 | 47.1 ± 4.0 |

**Table S2. Litter data and weight gain trajectory of the offspring.** Data were collected from the cohort of dams treated with either Oxt or saline *in utero* for the oxidative stress experiments. The litter size includes litter data from all 12 dams, but weight gain trajectories for the offspring from birth to weaning (P7, P14, P21) were available only for pups from 3 dams per treatment condition. Oxt-exposed pups were heavier than their saline-exposed counterparts at all time points. These observations need further investigation because the groups were not adjusted for either litter size or the time of birth (i.e., most Oxt-exposed pups were typically delivered at least 6-12 hours before saline-exposed pups).

**Table S3.** Taqman qPCR probe list from ThermoFisher Scientific

| Gene | Taqman primers Cat # | Reporter dye | Formulation |
| --- | --- | --- | --- |
| 18S rRNA | Hs99999901_s1 | FAM-MGB | 20x |
| gapdh | Rn01775763_g1 | FAM-MGB | 20x |
| pgk1 | Rn01474008_gH | FAM-MGB | 20x |
| actb | Rn00667869_m1 | FAM-MGB | 20x |
| mt-cyb | Rn03296746_s1 | FAM-MGB | 20x |
| mt-nd2 | Rn03296765_s1 | FAM-MGB | 20x |
| mt-nd5 | Rn03296799_s1 | FAM-MGB | 20x |
| mt-co1 | Rn03296721_s1 | FAM-MGB | 20x |
| mt-atp8 | Rn03296716_s1 | FAM-MGB | 20x |
| cat | Rn00560930_m1 | FAM-MGB | 20x |
| gpx1 | Rn00577994_g1 | FAM-MGB | 20x |
| gpx4 | Rn00822100_gH | FAM-MGB | 20x |
| gsr | Rn01482159_m1 | FAM-MGB | 20x |
| nox3 | Rn00585380_m1 | FAM-MGB | 20x |
| nox4 | Rn00585380_m1 | FAM-MGB | 20x |
| prdx1 | Rn00821587_g1 | FAM-MGB | 20x |
| sod1 | Rn00566938_m1 | FAM-MGB | 20x |
| sod2 | Rn00690588_g1 | FAM-MGB | 20x |
| txnip | Rn01533891_g1 | FAM-MGB | 20x |
| txnrd2 | Rn00574868_m1 | FAM-MGB | 20x |
| oxtR | Rn00563503_m1 | FAM-MGB | 20x |

4. Supplementary Movies

Movie S1. Experimental set up for iPRECIO pump implantation. A video walk-through of the overall surgical set up for performing the experiments.

Movie S2. Appropriate and nurturing care of the newborn after low dose (50 mcg/mL) Oxt regimen.

5. Supplementary Data Files

Data S1. 

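The part of Supplementary Data S1 in hand lists 967 genes, 443 of them higher and 524 lower in spontaneous labor, with p-values up to 0.0412, and the rest was not analysed here. For each gene it gives the log2 fold change and a value for each of the 24 pups. To find which pups these fold changes rest on, the fold change was fitted across genes as a weighted sum of the 24 pups' values. The fit explained the fold changes with an R squared of 0.9999913. The largest coefficient of a male pup was 0.00112 in size and the smallest of a female pup was 0.0518, so that the fold changes rest on the 12 female pups. Among the female pups, saline pump litters 1, 2 and 3 carried 49.0%, 35.7% and 15.3% of the weight of their condition. Spontaneous labor litters 1, 2 and 3 carried 29.0%, 32.2% and 38.9%. The paper's text does not name the sex of the pups behind Fig. 4A.

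**Figure D4:**
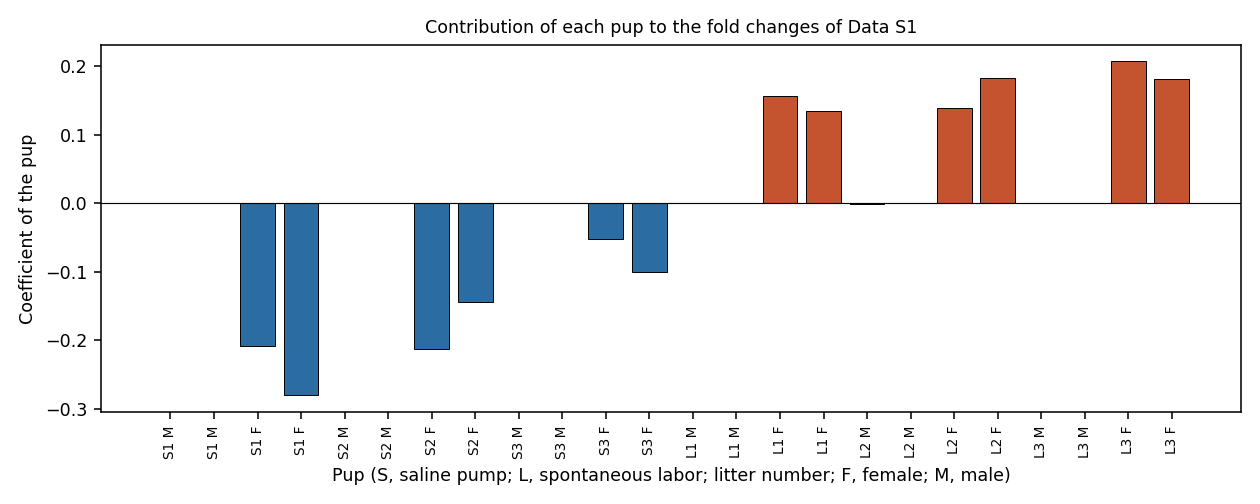
The coefficient of each of the 24 pups in a linear fit of the log2 fold changes of Supplementary Data S1, by condition (S, saline pump; L, spontaneous labor), litter and sex. The coefficients of the male pups are at most 0.00112 in size.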

RNA-seq data showing the list of significantly expressed genes in the developing cortex after *in utero* exposure to anesthesia and surgery.

Data S2. RNA-seq data showing the list of false discovery rate-unadjusted significantly expressed genes in the developing cortex after *in utero* exposure to anesthesia and surgery.

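The part of Supplementary Data S2 in hand lists the same 967 genes as that of Supplementary Data S1. The log2 fold changes of the female pups, from voomWithQualityWeights without surrogate variables in the fit by condition and sex, differed from the listed ones by at most 0.000179 for 967 of these genes. Of the sample minimums of 4, 12 and 24 that were compared with the list, 12 gave this smallest difference. Over all 24 pups with surrogate variables, the log2 fold changes of edgeR had a correlation of 0.872 with the listed ones across genes, which are not independent replicates. They had the same sign for 939 genes, and 325 of the genes had an unadjusted p-value under 0.05 there.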

How the deposited data were processed for this re-analysis (not part of the article)

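RNA-seq counts from the right cerebral cortex of 24 newborn pups (postnatal day 0) were analysed, 12 from saline pump dams and 12 from spontaneous labor dams, with 3 litters per condition and 2 male and 2 female pups per litter. Condition, sex and pup number came from the sample labels, and the litter came from the identifiers in the sample list of Supplementary Data S1. The authors aligned the reads to Rnor_5.0 with STAR and counted uniquely aligned unambiguous reads per Ensembl gene with featureCounts, and deposited counts without normalization. The authors also deposited CPM, which are the counts scaled to a common library total, and RPKM, which are the CPM divided by gene length. Neither CPM nor RPKM entered a test. The strandedness of the counting was searched for and not found in the paper's text.

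Counts were read as deposited and tested with edgeR 4.0.16, limma 3.58.1, sva 3.50.0 and DESeq2 1.42.0 in R 4.3.3. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Genes with more than 1 CPM in at least 4 samples were kept, and TMM factors were calculated. The number of surrogate variables was set by the permutation method of sva with 20 resamples and seed 1, which gave 6. The comparison of conditions used edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, a threshold of 0.05 and the contrast spontaneous labor minus saline pump. edgeR was used in place of the paper's limma because it takes counts directly, and limma's voomWithQualityWeights was run as an alternative. Log2 CPM values of single pups carry a prior count of 0.5. The total per pup, from 12170547 to 19260066 counts, sets the counting precision, and the spread between litters sets the precision of the comparison of conditions.

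Sex was tested with the condition as a covariate, and the interaction of condition and sex with both. Shares of variance and principal components were computed on gene-centred voom values. Condition was permuted exactly over the 6 litters, and sex within litters and pups over litters with 10000 resamples. The text names the 3 genes with the smallest p-value in each direction, the genes of Supplementary Data S1 with the smallest adjusted p-values, Chordc1, whose values in Supplementary Data S2 differ between litters, and the genes named in the paper for which an identifier was in hand. Sod1 is the gene of the qPCR panel that was found, with a log2 fold change of -0.16 in the female pups (unadjusted p = 0.0267, adjusted p = 0.537 from limma) and of -0.04 over all pups (adjusted p = 0.831 from edgeR). Chordc1 had a log2 fold change of 0.36 in the female pups (unadjusted p = 0.0412, adjusted p = 0.539 from limma) and of 0.06 over all pups (adjusted p = 0.848 from edgeR).

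The fit by condition and sex whose female contrast matches Supplementary Data S1 was found after the data were examined, by comparing 3 sample minimums and fits of all pups and of female pups alone. The pipeline was tested on simulated counts with 200 changed genes. The counts were compared pairwise for duplicate libraries. Ribosomal genes were not left out, since names were in hand only for the genes in the part of Supplementary Data S1 and S2 in hand. Tests of gene families were not run, because the members in hand are those the paper's own p-values selected. The oxytocin experiments were not analysed here.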

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

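The test of the total count of a single pup was chosen only after the result was seen. In 80 groups of 6 pups of one condition and sex (20 measures), a pup far from the others of its group was found in 6, where 4 are expected by chance. The 6 can therefore not be told apart from chance as a set, and no biological explanation was tested for any of them, since the design gives none for a single pup or litter.

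Female pup 1 of saline pump litter 3 scored -36.8 on the second principal component, where the next lowest female saline pump pup scored -2.24 and the next lowest of all pups -19.85. Its total of 14706888 counts lay inside the range of the other pups, so that library size gave no explanation. Without the 200 genes of largest weight on that component, this 1 pup was still the lowest on the second component, at -26.0 against -14.5 for the next, so that these genes alone did not place it there. In 35 genes its level was under 0.5 of that of the next lowest pup, and in 0 it was over 2 times that of the next highest. Its sex was not mislabelled, since ENSRNOG00000037911 on the X chromosome had 369 or more counts in every female pup and 7 or fewer in every male pup. The lack of genes far above the other pups goes against added RNA from another source. The scores do not depend on the labels, so exchanged labels with another sequenced pup of the same sex would leave 1 library at -36.8. The next lowest of all pups would still be at -19.85, which argues against such an exchange as the reason for the score. An exchange with a pup that was not sequenced was not tested. Nor was a difference in the handling of female pup 1 of saline pump litter 3. The same pup had the lowest log2 CPM of ENSRNOG00000007583 in its group, 7.41 against 7.78 for the next.

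Female pup 2 of saline pump litter 3 had 18145 genes with a count, where the next female saline pump pup had 17963. Its total of 15031675 counts was the highest of the 6 female saline pump pups. The deepest library, male pup 1 of saline pump litter 1, had 19260066 counts and 18190 genes with a count, which goes with depth. The other pups with more than 15031675 counts all had fewer than 18145 genes. Male pup 1 of spontaneous labor litter 2 had 17281461 counts and only 17959 genes with a count. Depth alone therefore does not account for the 18145 genes. Female pup 2 of saline pump litter 3 also scored -17.7 on the third component. The next female saline pump pup, female pup 1 of the same litter, scored 1.99. The male pups of the litter scored -23.3 and -14.2, so that 3 of its 4 pups lay below the lowest of the other litters, -7.89. Female pup 1 of spontaneous labor litter 1 scored 12.6 on the second component, where the next female spontaneous labor pup scored 5.00. Male pup 1 of saline pump litter 3 had 3.99 log2 CPM of Tmem86a, where the next lowest male saline pump pup had 4.30. No other technical explanation was tested for these.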

How the results depend on the processing

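No test in this part was chosen only after a result was seen, apart from the alternatives named as such. The comparisons, the shares of variance and the alternatives not named as added were chosen before the data were examined. The alternatives with 1 to 5 surrogate variables, the fits by condition and sex, the limma fits of the female pups alone and 5 ways to compute the principal components were added after seeing the data. The cause of a change was not tested for any result below.

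The number of genes at an adjusted p-value of at most 0.05 between conditions was 1 over all 24 pups (1203 at an unadjusted p-value under 0.05). It was 11 with the paper's limma test and the same surrogate variables, 16 with DESeq2 and 8 with no filter on low counts (1956 unadjusted). It was 1 with RLE normalization and with filterByExpr. It was 0 with no surrogate variables and with the leek method (1497 unadjusted for both), with sex as a covariate (1515), with counts summed per litter (240) and with the litter as a random effect (376). In male pups it was 0 (680) and in female pups 0 (779). Across the 6 fits that each left out one litter it ranged from 0 to 572, and the unadjusted count from 1204 to 2868. With the litter number as a block it was 26 (1793 unadjusted). Litters with the same number are different dams, and their deviations had a mean correlation of -0.0675 across genes.

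Among the added alternatives, edgeR with 1, 2, 3, 4 and 5 surrogate variables gave 0, 1, 2, 22 and 11 genes (1770, 1591, 1838, 2116 and 1299 unadjusted). limma with 1, 2, 3, 4 and 5 surrogate variables gave 0, 1, 2, 57 and 23 (1605, 1219, 1524, 2067 and 1636 unadjusted). The minimum in at least 12 samples gave 1 (1085). The limma fits by condition and sex gave 0 in the female pups (1276, 1287 and 1214 unadjusted with the minimum in 12, 4 and 24 samples), 0 in the male pups (814 unadjusted with the minimum in 12 samples and 759 in 24) and 0 for the mean of both (1755, 1778 and 1672). Without sample weights the female contrast gave 0 (676). The limma fits of the female pups alone gave 0 (1234, 1225 and 1174 unadjusted with the minimum in 4, 6 and 12 of them).

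The number of genes that differ by sex was 5 (687 unadjusted). It was 7 with the litter as a fixed effect, 5 with DESeq2, RLE normalization and filterByExpr, and 1 without the genes on the X chromosome. It lay from 5 to 6 with a litter left out. The interaction of condition and sex was found for 0 genes (223 unadjusted), and for 0 with DESeq2 (205), with the litter as a fixed effect (535) and with each litter left out (201 to 302). The share of variance of condition was 6.00% and ranged from 5.29% to 9.54% with a litter left out. The share of sex was 5.62%. It was 8.55% over 500 genes (permutation p = 0.0002), 4.35% with each gene scaled (permutation p = 0.0793) and 4.21% without the X chromosome (permutation p = 0.137). The share of litters kept a permutation p-value of 0.0001, the smallest possible, in the 9 alternatives run. The first component took 14.7% of the variance, 20.4% with each gene scaled, 13.5% with 500 genes, 8.45% as a share of summed standard deviations and 99.7% with the genes not centred. The added ways with samples as the variables gave 81.1%, 98.8%, 66.7%, 98.8% and 66.7%.

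Of 168 values of the 12 named genes under alternatives, 138 kept their direction and their side of the threshold, 7 no longer passed, 23 passed where they had not, and 0 reversed. The adjusted p-value of Crot ranged from 0.00384 to 0.99992 over its alternatives and its log2 fold change from -0.49 to -0.33, with a lower mean in the 3 spontaneous labor litters than in each of the 3 saline pump litters. In the simulation with litters that differ, the fit with surrogate variables called 423 unchanged genes and the one without them called 297. Its litter differences were drawn separately for each gene, unlike those of the data, so that these counts are not error rates of the study. Differences between litters can therefore limit what a count from either fit shows, by an amount that the simulation does not give. Leaving out ribosomal protein genes by name and the tests of gene families were not run.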

Differences from the paper's values

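The paper reports 0 genes at an adjusted p-value of at most 0.05, and edgeR's quasi-likelihood test over all 24 pups gave 1. Of the alternatives set before the data were examined, the count was 0 with no surrogate variables, with the number of surrogate variables set by the leek method, with sex as a covariate, with the counts summed per litter, with the litter as a random effect, without saline pump litter 1, and with only the male or only the female pups. It was 1 with RLE normalization and with the filterByExpr filter. It was 11 with the paper's limma test and the same surrogate variables, 16 with DESeq2, 8 with no filter on low counts and 26 with the litter number as a block, and it lay from 6 to 572 without each of the other 5 litters. Among settings chosen after seeing the values, it was 0 with 1 surrogate variable in edgeR and in limma, and 0 in the limma fits by condition and sex and of the female pups alone. With 2, 3, 4 and 5 surrogate variables, also chosen after seeing the values, it was 1, 2, 22 and 11 in edgeR and 1, 2, 57 and 23 in limma.

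The first 3 principal components took 14.7%, 12.2% and 8.84% of the variance, against the paper's about 27%, about 5.5% and about 5.2% in Fig. 4B, read by eye. Of the alternatives set before the data were examined, scaling each gene to unit variance gave 20.4% for the first, within the margin of the comparison, and the share of summed standard deviations gave 7.69% and 6.55% for the other 2. Neither closed all 3 gaps, and the 500 genes with the largest variance and the uncentred setting closed none. Of 5 further settings that were chosen after seeing the values, none closed a gap.

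For log2 fold changes, a difference from Supplementary Data S1 larger than the margin on either side in the paper's confidence interval is reported. The log2 fold change of Ndufaf7 over all pups was 0.17, against the paper's 0.352 with a margin of 0.161. Of the alternatives set before the data were examined, the value fell within the margin, though below the paper's, with no surrogate variables (0.25), with the counts summed per litter (0.25), and without saline pump litter 2, spontaneous labor litter 2 or spontaneous labor litter 3 (0.25, 0.22 and 0.22). The paper's limma test with the same surrogate variables, RLE normalization and leaving out the other 3 litters left it outside. The log2 fold change of Fah over all pups was -0.25, against the paper's -0.537 with a margin of 0.238. Of those alternatives, leaving out spontaneous labor litter 2 gave -0.32, within the margin but not at the paper's value, and the others left it outside. The fits of the female pups in edgeR, chosen for these genes after seeing the values, gave 0.34 and -0.48. The limma fit of all pups by condition and sex, also chosen after seeing the values, gave 0.35 and -0.54 in the female pups, the paper's values. Of 11 log2 fold changes compared, these 2 lay outside the margin. The other 9 lay inside it, with gaps that for some genes were as large. Chordc1 was 0.06 over all pups against the paper's 0.358 with a margin of 0.3425, and Sod1 was -0.04 against the paper's -0.161 with a margin of 0.141.

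The paper names sex and not the treatment condition, without significance, as the major source of variance among the principal components of Fig. 4B. The share between litters of one condition was 29.96%, that of condition 6.00% and that of sex 5.62% (permutation p = 0.0075). With no structure at all, 17.4%, 4.35% and 4.35% are expected, since litters have 4 degrees of freedom and the others 1 each. The shares are of the summed variance and not of the plotted components, so they are a different measure from the paper's.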

Other observations

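The tests of total counts, of totals as a covariate and of gene length for single litters and the correlation of litters across genes were chosen only after the result was seen. The patterns of single litters and of Hba-a3 were noticed in the data and tested on the same data, so each is a hypothesis.

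Among 100 splits of the 24 pups into 12 and 12, the real one included, 13 gave at least as many genes at an adjusted p-value of at most 0.05 as the 1 gene between conditions (the others gave 0 to 226). For the 1203 genes at an unadjusted p-value under 0.05, 9 of 100 did (the others gave 358 to 2438). Among the 10 splits of the 6 litters into 3 and 3, 10 gave at least as many by both counts, and the real split gave the fewest (the others gave 4 to 4125 and 1256 to 5671). Without surrogate variables the real split gave 0 genes, fewer than any other (1 to 2716), but 1497 at an unadjusted p-value under 0.05, where 3 other splits gave fewer (1183, 1335 and 1457). With 10 splits the share cannot be under 0.1. Of these, 4 part all 3 pairs of same-numbered litters as the real one does, and all 4 gave as many, while the other 6 part 1 pair. In the female pups alone, 27 of 100 splits gave as many genes at an unadjusted p-value under 0.05 as the 779 found. In the male pups alone, 36 of 100 gave as many as the 680 found. The number of genes between conditions can therefore not be told apart from differences between groups of litters that do not follow the condition. For the interaction of condition and sex, the 0 genes at an adjusted p-value of at most 0.05 are met by 100 of 100 splits by definition, which tests nothing, and 64 of 100 gave at least the 223 at an unadjusted p-value under 0.05. For sex, 1 of 100 splits, the real one, gave as many as the 5 genes.

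Single litters differed from the other 2 litters of their condition. Spontaneous labor litter 1 differed in 2814 genes at an adjusted p-value of at most 0.05 and saline pump litter 3 in 2926. The other 4 litters differed in 0 (1142 at an unadjusted p-value under 0.05) to 123 genes. Of 100 splits of the 12 pups of a condition into 4 and 8, 1 gave as many for either litter, the real one. All 4 pups lay above all 20 other pups of both conditions in 344 genes for spontaneous labor litter 1 and below in 277, where 1.35 are expected each way. For saline pump litter 3 these were 135 and 120. Totals outside the range of the other 8 pups were found in 2 of the 4 pups of either litter, and the other 2 lay inside it. In a limma test that gave 2813 and 2956 genes, a correction for gene length left 2866 and 2667, and leaving out the 100 most abundant genes left 2794 and 2955. With the log2 total as a covariate, 945 genes were left for spontaneous labor litter 1 and 2310 for saline pump litter 3. With the share of mitochondrial counts as a covariate, 1805 genes were left for spontaneous labor litter 1. For saline pump litter 3, 0 were left, but its pups had 5.48% to 6.25% mitochondrial counts and the other 8 had 4.74% to 5.35%, so that the litter and this share cannot be separated. Library size is therefore not ruled out for part of the genes of spontaneous labor litter 1, although 945 still passed. It left most of the genes of saline pump litter 3, whose pattern cannot be told apart from the mitochondrial share. The design records no difference between litters of one condition, and no biological explanation was tested.

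Of the genes past the threshold for each of these 2 litters, 1005 were shared, where 574 are expected by chance, and 942 of them changed in the same direction. The deviations of the 2 litters from their conditions had a correlation of 0.242 across genes, which are not independent replicates, against -0.163 to 0.126 for the other 8 pairs of litters. With 9 pairs a share under 0.05 cannot be reached. A common influence on both litters may lie behind the 0.242, and it cannot be told apart from a chance pairing. Of 8 genes chosen after their values were seen, Fos, Fosb, S100a9 and Chordc1 passed the threshold for both litters, S100a8 for saline pump litter 3 alone, and Npas4, Hba-a3 and Ahsp for neither. Fos was lower by a log2 difference of -1.26 in spontaneous labor litter 1 (adjusted p = 0.000826 from edgeR, all 4 pups below the other 8). In saline pump litter 3 it was also lower by -1.26 (adjusted p = 0.00200 from edgeR, all 4 pups below the other 8). S100a9 was lower in these litters by -1.13 (adjusted p = 0.0257 from edgeR, all 4 pups below the other 8) and by -1.08 (adjusted p = 0.0305 from edgeR, all 4 pups below the other 8). Fosb was lower by -1.42 (adjusted p = 0.00224 from edgeR, all 4 pups below the other 8) in spontaneous labor litter 1. In saline pump litter 3 it was lower by -1.16 (adjusted p = 0.0112 from edgeR), but its pups reached 2.01 log2 CPM and the lowest of the other 8 had 1.76. Chordc1 was higher by 0.78 in spontaneous labor litter 1 (adjusted p = 6.49e-05 from edgeR, all 4 pups above the other 8). In saline pump litter 3 it was higher by 0.48 (adjusted p = 0.00534 from edgeR), but its pups started at 4.50 log2 CPM and the highest of the other 8 had 4.58.

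Hba-a3 was lower in spontaneous labor. Blood left in the tissue is a candidate explanation, under which Hba-a3 would follow Ahsp, another gene of red blood cells, from pup to pup within litters. Over the 24 pups with litter means removed, r was 0.343 (permutation p = 0.195, adjusted p = 0.39 over 2 relations, 100000 resamples) and Spearman's rho was 0.168 (permutation p = 0.5). Without the 2 pups farthest from the median, r was 0.337. Against the mean of S100a8 and S100a9, r was -0.103 (permutation p = 0.692, adjusted p = 0.692), rho was -0.205 (permutation p = 0.397) and r without the 2 farthest pups was -0.128. Between litters, the mean log2 CPM of Ahsp was 1.76, 1.13 and 1.41 in the saline pump litters. It was 0.34, 0.95 and 0.95 in the spontaneous labor litters, lower in each of them. Means of S100a9 were 1.47, 1.73 and 0.58 in the saline pump litters and -0.10, 0.93 and 1.01 in the spontaneous labor litters. Those of S100a8 were 0.65, 1.13 and -0.10 against -0.85, 0.02 and 0.35. For both S100 genes, saline pump litter 3 lay below spontaneous labor litters 2 and 3. Names were in hand only for genes of Supplementary Data S1 with p-values up to 0.0412, so that Ahsp and Hba-a3 were both selected by a difference between conditions, and that both differ does not test blood left in the tissue. Within litters neither relation was shown, and a relation of this size cannot be excluded with 24 pups, so that the difference in Hba-a3 cannot be told apart from blood left in the tissue. The mean of Hba-a3 was lower in the 3 spontaneous labor litters than in each of the 3 saline pump litters. Over its alternatives its log2 fold change ranged from -0.82 to -0.48 and its adjusted p-value from 0.000963 to 0.99992, the latter with the counts summed per litter.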
